# A novel MYC-ZNF706-SLC7A11 regulatory circuit contributes to cancer progression and redox balance in human hepatocellular carcinoma

**DOI:** 10.1038/s41418-024-01324-3

**Published:** 2024-06-11

**Authors:** Jie Chu, Jun Jiang, Xin Fan, Jun Liu, Ke Gao, Yu Jiang, Mengxuan Li, Wenjin Xi, Lu Zhang, Ka Bian, Angang Yang, Rui Zhang

**Keywords:** Oncogenes, Diagnostic markers, Tumour biomarkers

## Abstract

The oncogenic potential of chromosome 8q22 copy number gain in liver cancer remains to be depicted. Here, we report that ZNF706, encoded by a gene mapped to chromosome 8q22, is a C2H2-type zinc finger protein. However, the biological function and mechanism of ZNF706 have been poorly investigated. Clinically, ZNF706 expression was elevated in hepatocellular carcinoma (HCC), and high ZNF706 expression was associated with unfavorable survival in HCC patients. Functional experiments revealed that ZNF706 knockdown inhibited HCC progression both in vitro and in vivo. RNA sequencing (RNA-seq) and chromatin immunoprecipitation-based deep sequencing (ChIP-seq) revealed that mechanistically, ZNF706 is a crucial ferroptosis regulator and that SLC7A11 is a critical target of ZNF706. In addition, ZNF706 knockdown inhibited SLC7A11 expression, increased lipid peroxidation, and promoted ferroptosis. Further analysis revealed that ZNF706 is a novel direct target transcriptionally activated by MYC in HCC cells. Importantly, MYC depletion reduced SLC7A11-mediated redox homeostasis, and this effect was reversed by ZNF706 reexpression. Collectively, our data demonstrate that ZNF706 is a potential oncogene in liver cancer and functions as a ferroptosis regulator by modulating SLC7A11 expression, constituting a potential therapeutic target for HCC.

## Introduction

Hepatocellular carcinoma (HCC) is the most prevalent histological subtype of primary liver cancer and is the third most common cause of cancer mortality worldwide [1–3]. Despite progress in cancer therapy, the prognosis of HCC patients remains exceedingly poor, with a 5-year survival rate of less than 15% owing to the limited availability of clinical therapeutic strategies and the high rate of tumor recurrence [4, 5]. Accumulating evidence indicates that HCC is one of the most rapidly progressing solid tumors, and understanding the mechanism that drives cancer progression is essential for developing more effective therapeutic interventions and improving patient survival.

Genomic abnormalities, which include copy number structural and numerical variations, are critical pathogenic factors of tumors [6, 7]. Copy number gain of chromosome 8q, involving the 8q22 and 8q24 regions, is common in HCC, and high-level amplification is thought to be associated with the rapid progression of HCC and poor clinical outcomes [8, 9]. The MYC gene is accepted as the oncogenic driver of 8q24 gain, however, the oncogenic role of 8q22 gain in liver carcinogenesis is continuing to be elaborated.

Metabolic reprogramming commonly results in oncogene-directed alterations in cancer cells, in which the levels of special nutrients such as glutamine and cystine are altered to maintain cancer cell survival and the intracellular redox balance, eventually facilitating tumor progression [10–12]. Interestingly, cysteine is supposed to be an important amino acid that participates in protein synthesis and the maintenance of redox homeostasis [13]. Cysteine can function as a cellular antioxidant and is the rate-limiting precursor for glutathione (GSH) synthesis [14]. Cancer cells usually acquire cysteine via the uptake of extracellular cystine, with solute carrier family 7 member 11 (SLC7A11), also known as xCT, serving as an important transporter of cystine [15]. When extracellular cystine is imported into the cell via SLC7A11, it is converted into cysteine in an NADPH-dependent reduction reaction. Subsequently, cysteine is used for the production of GSH, which is essential for intracellular antioxidant activity [16]. Therefore, cancer cells, which are often subjected to high levels of oxidative stress, may depend on SLC7A11 to satisfy their growth requirements via cystine import.

Zinc Finger domains account for 5% of all human proteins and interact with various substrates, such as lipids, DNA, RNA, and post-translational modifications [17]. In addition, zinc finger proteins (ZNFs) are involved in transcriptional regulation, signal transduction, and other cellular processes [18]. Zinc finger protein 706 (ZNF706), encoded by a gene located at chromosome 8q22.3, is a member of the C2H2-type zinc finger transcription factor family, the most abundant transcription factor family encoded by the human genome. And according to the structural analysis of ZNF706, it was definitely predicted to physically bind to DNA through the C-terminal zinc finger domain [19]. However, what’s the specific binding motif of ZNF706 on DNA sequences has not been identified. In previous studies, it was reported that the expression of ZNF706 is upregulated in gastric cancer and laryngeal cancer [20, 21]. And ZNF706 may be a biomarker for the early diagnosis of rheumatoid arthritis [22]. However, no study has investigated the functions and mechanisms of ZNF706 in HCC development.

In this study, we found that ZNF706 is frequently upregulated in HCC tissues and cell lines. Using gain and loss of functional experiments, we identified the oncogenic role of ZNF706 in HCC cells in vitro and in vivo. In the mechanistic study, by performing chromatin immunoprecipitation-based deep sequencing (ChIP-seq) and bulk RNA sequencing (RNA-seq), we globally mapped the binding sites of ZNF706 on the genomic DNA of HCC cells and the regulatory patterns of ZNF706 on the downstream genes. Importantly, we identified that ZNF706 is a novel regulator of ferroptosis sensitivity by regulating SLC7A11. In addition, we identified that MYC is an upstream transcriptional factor that stimulates the ZNF706 expression. Collectively, our study demonstrated that a novel MYC-ZNF706-SLC7A11 regulatory circuit promotes advanced progression and regulates redox hemostasis in human hepatocellular carcinoma and especially emphasized the importance of ZNF706 involves etiopathogenesis of HCC progression and its valuable significance as a biomarker and potential therapeutic target for the HCC treatment.

## Results

### High expression of ZNF706 is associated with poor survival in HCC patients

By analysis of a publicly available database in the cBioPortal for Cancer Genomics (http://www.cbioportal.org/), we found that ZNF706 exhibited various genetic abnormalities in multiple malignancies, including bladder cancer, ovarian cancer, liver cancer, and prostate cancer. Notably, ZNF706 amplification occurred in approximately 8% of the liver cancer cases with genetic abnormalities (Fig. 1A). Moreover, analysis of mRNA expression data obtained from the HCC datasets GSE3500, GSE14520, and GSE6764 in the Gene Expression Omnibus (GEO) database demonstrated that ZNF706 was obviously overexpressed in liver cancer (Fig. 1B). Moreover, the copy number of ZNF706 was analyzed in The Cancer Genome Atlas (TCGA) and the GSE32649 dataset was found to be significantly increased in liver cancer (Fig. 1C). Further analysis of the TCGA database showed that patients with high ZNF706 expression had a lower survival rate (Fig. 1D). In addition, the ZNF706 level was measured in a panel of HCC cell lines, and the data showed that ZNF706 expression was markedly higher in multiple HCC cell lines than in normal human liver cell lines (Fig. 1E). Furthermore, we analyzed the mRNA expression of ZNF706 in 41 pairs HCC tissues and adjacent normal tissues and found that ZNF706 expression was noticeably elevated in the HCC specimens compared with the paired adjacent normal tissues (Fig. 1F). We then examined the ZNF706 protein level in 10 patients and determined that all HCC specimens exhibited markedly increased ZNF706 expression compared with the paired normal tissues (Fig. 1G). To further confirm the location of ZNF706, SNU-739, and LM3 cells were transfected with a plasmid expressing HA-tagged ZNF706 (HA-ZNF706), and immunofluorescent imaging revealed that ZNF706 was localized primarily in the nucleus (Fig. 1H, I). In addition, we generated an EGFP-ZNF706 fusion (EGFP-ZNF706) expression plasmid, and similar results were obtained (Supplemental Fig. 1A, B). Interestingly, similar results were also obtained in nuclear–cytoplasmic fractionation experiments (Supplemental Fig. 1C). Collectively, these observations suggest that ZNF706 is overexpressed in liver cancer and is associated with poor survival in HCC patients.

**Fig. 1:**
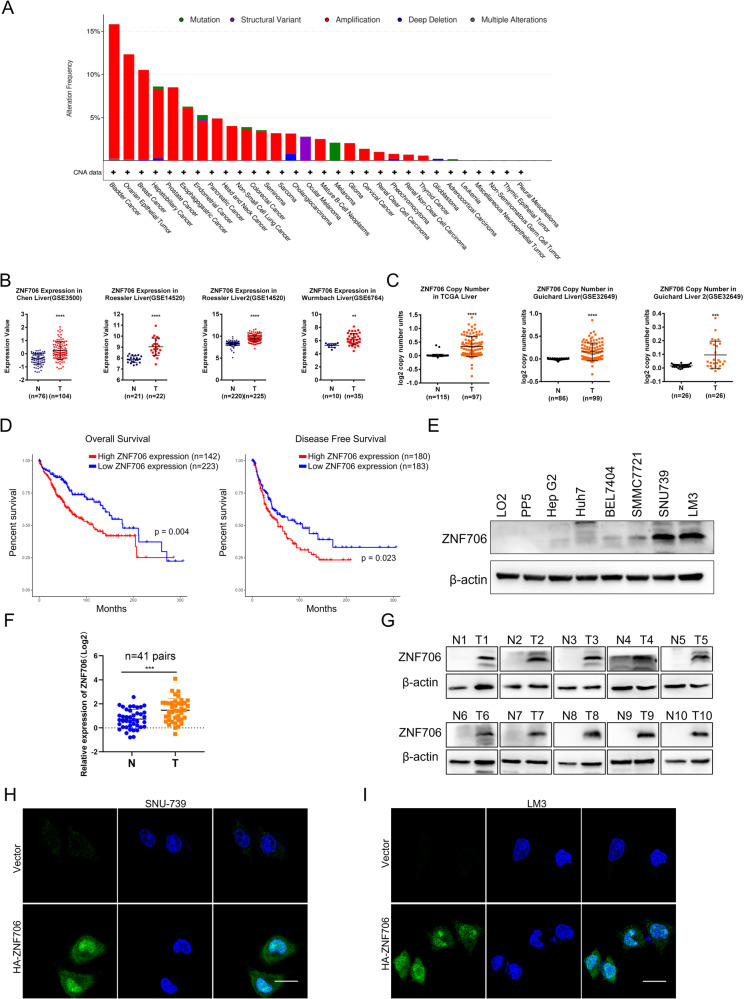
ZNF706 is upregulated in human HCC and predicts poor prognosis of HCC patients. **A** Analysis of genetic alterations of ZNF706 in a variety of cancers from the cBioPortal database. **B** Relative expression of ZNF706 in normal liver and HCC tissues from three GEO datasets GSE3500, GSE14520, and GSE6764. **C** The copy number value of ZNF706 in liver cancer was obtained from the TCGA database and the dataset of GSE32649. **D** High expression of ZNF706 was associated with poor prognosis in liver cancer from the TCGA database. **E** Analysis of the protein levels of ZNF706 in HCC cells. **F**, **G** The protein and mRNA levels of ZNF706 in HCC specimens compared with matched adjacent normal tissues. **H**, **I** The distribution of ZNF706 was measured by immunofluorescent imaging in SNU-739 and LM3 cells. Representative images were shown. Scale bars: 50 μm. All data were shown as mean ± SD, and statistical significance was analyzed by Student *t*-test. **P < 0.01, ***P < 0.001.

### Knockdown of ZNF706 inhibits malignant behaviors of HCC cells in vitro and in vivo

To determine the cellular function of ZNF706, we first used two independent short hairpin RNAs (shRNAs) to knock down endogenous ZNF706 expression in HCC cells. Western blotting and qRT‒PCR were then performed to confirm the expression of ZNF706 in four HCC cell lines, and the results indicated that ZNF706 expression was obviously decreased (Fig. 2A and Supplemental Fig. 2A, B). The depletion of ZNF706 markedly decreased the growth of SNU-739, BEL-7404, SNU-368 and LM3 cells, as determined by Cell Counting Kit-8 (CCK-8) assays (Fig. 2B and Supplemental Fig. 2D). Moreover, a colony formation assay was performed, and we observed that ZNF706 knockdown noticeably suppressed the anchorage-dependent growth of these four liver cancer cell lines (Fig. 2D and Supplemental Fig. 2E). Accordingly, the inhibitory effect from ZNF706 knockdown was related to the significant inhibition of proliferation in the four liver cancer cell lines, as determined by soft agar assays (Fig. 2F and Supplemental Fig. 2F). To further investigate the functional impacts of ZNF706, we generated cell lines stably transduced with an empty lentiviral vector or a lentiviral vector overexpressing ZNF706 (Fig. 2A and Supplemental Fig. 2C). Intriguingly, overexpression of ZNF706 promoted the growth of SNU-739 and LM3 cells, as indicated by CCK-8 assays (Fig. 2C). In addition, both the colony formation assays and soft agar assays further confirmed that ZNF706 overexpression facilitated the growth of SNU-739 and LM3 cells (Fig. 2E, G).

**Fig. 2:**
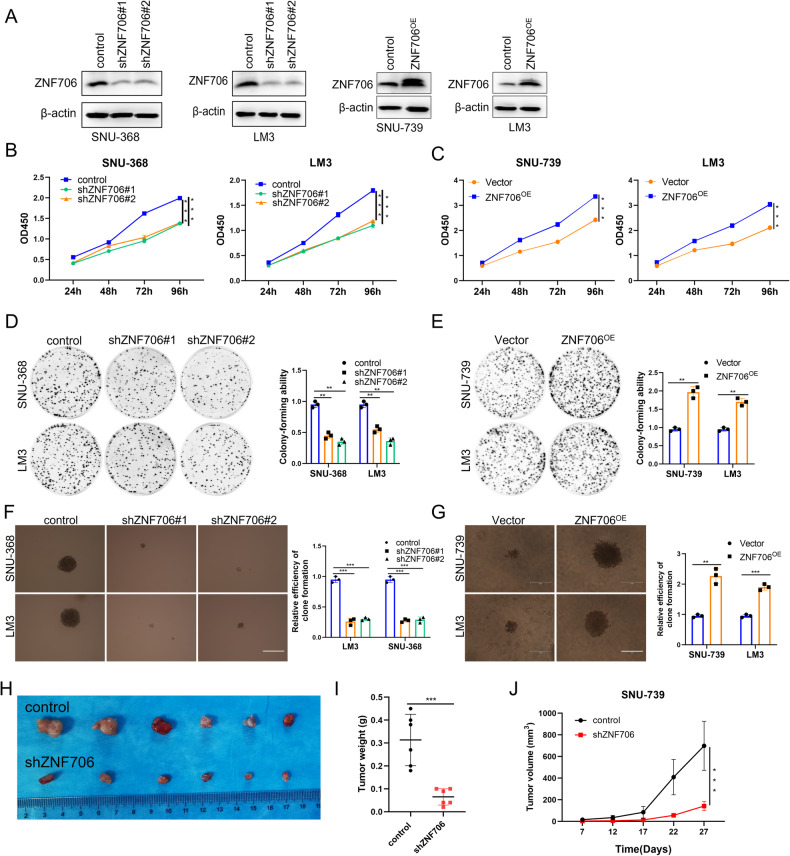
Knockdown of ZNF706 inhibits HCC cells malignant behaviors in vitro and in vivo. **A** Levels of ZNF706 were measured by Western blot assay after SNU-368, LM3 cells with stable depletion of ZNF706 and SNU-739, LM3 cells with ZNF706 Overexpression. **B**, **C** Cell viabilities were measured by Cell counting-8 kit (CCK-8) assay with HCC cells stable depletion and overexpression of ZNF706. **D**, **E** HCC cells with stable ZNF706 knockdown and ZNF706 overexpression were cultured for 10 days to assess the cell proliferation abilities by plate clone assay. **F**, **G** The proliferative abilities of stably depleted or overexpressed ZNF706 HCC cells were examined by soft agar assay. Cells were maintained 14 days before photographed and counted. Scale bars: 150 μm. **H** Xenograft tumor growth of SNU-739 cells with control  and ZNF706 knockdown in nude mice. Pictures of the removed tumors. **I** The final tumors were weighed and plotted. **J** The tumor volume was measured and plotted (n = 6). All data were present as mean ± SD and *P* values were determined by Student *t*-test and one-way ANOVA (**B**, **C**, **J**). **P < 0.01, ***P < 0.001.

To further confirm whether ZNF706 knockdown inhibits HCC cell growth, SNU-739 cells with ZNF706 knockdown and the corresponding control cells were subcutaneously injected into nude mice. Consistent with our in vitro observations, the weight and volume of tumors formed from ZNF706 knockdown cells were clearly lower than those of xenograft-derived from control cells (Fig. 2H–J). Taken together, these results support the idea that ZNF706 might play an oncogenic role in the HCC progression.

### ZNF706 promotes HCC progression by regulating SLC7A11 expression

To more accurately identify the molecular mechanisms underlying ZNF706-modulated biological processes, we performed RNA-seq analysis to explore the gene expression profiles of LM3 cells with stable ZNF706 knockdown and the corresponding vector control cells. 

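LM3 is an established human HCC cell line. RNA from 3 vector control samples and 3 samples with stable ZNF706 knockdown was sequenced on the Illumina NovaSeq system and mapped to the human reference genome with HISAT2. The authors deposited the number of reads counted on each of 33007 genes, without normalization, beside FPKM values, which are scaled to gene length and library size. The paper's text does not name the counting program, the annotation release or whether strand was used. The positions in the table follow GRCh38, since 99.98% of the 32092 genes shared with GENCODE release 29 overlapped their position there. The total counts were 62684076, 64713764 and 63054445 in the control samples (median 63054445) and 68548419, 65861994 and 69057423 in the knockdown samples (median 68548419), so every knockdown sample was sequenced more deeply than every control sample. The 3 samples of a group were not repeats of a single library. Over the genes with a mean count of at least 50, the chi-square value per gene was 12.8 to 15.1 between control samples, 12.8 to 22.2 between knockdown samples and 45.9 to 53.9 between the groups. The first principal component held 29.6% of the variance and separated the groups. Genes with too few counts were removed by edgeR's filterByExpr, which left 18390 genes, the counts were scaled by the TMM method, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 3 samples against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1. ZNF706 (ENSG00000120963, chromosome 8, 101177878 to 101205682, minus strand), the targeted gene, had 3211, 3504 and 3357 counts in the control samples and 2350, 2068 and 2298 in the knockdown samples. Its CPM value (counts scaled to library size, here with TMM) was 53.9 ± 1.76 (SD, n = 3) in the control group and 32.4 ± 1.39 (SD, n = 3) in the knockdown group. The log2 fold change was -0.73 (standard error 0.050, adjusted p = 3.7e-05 from edgeR's quasi-likelihood test). It stayed between -0.77 and -0.70 when each sample was left out in turn.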

The differentially expressed genes (DEGs) were identified as shown in Fig. 3A. 

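The paper's criteria are a p below 0.05 and an absolute log2 fold change of at least 0.3. The paper applied them to DESeq2 and does not say whether p was adjusted. It was taken here as unadjusted. DESeq2's Wald test then called 2938 genes, 1852 higher and 1086 lower in ZNF706 knockdown cells. The main fit here was edgeR's, which is a different test. With these criteria edgeR's quasi-likelihood test called 2848 genes, of which 1767 were higher and 1081 lower in ZNF706 knockdown cells. With a Benjamini-Hochberg adjusted p below 0.05 and no limit on the fold change, 4192 genes were called, 1906 higher and 2286 lower. The balance of rises and falls depended on the scaling. When counts were scaled by library size alone, a setting chosen after seeing the data, 2300 genes were higher and 706 lower by the paper's criteria, and 2742 were higher and 1518 lower by adjusted p. Leaving out knockdown replicate 2 moved the count by adjusted p most among the samples, to 2648 genes. The control and knockdown values of 7249 genes, 39.4% of those tested, did not overlap, where chance gives 10%. The 5 largest rises with no overlap between the groups were in AC005324 (ENSG00000251537, chromosome 17, 15571491 to 15651653), CLCN3P1 (ENSG00000232000, chromosome 9, 14921013 to 15048061), AC087721 (ENSG00000285920, chromosome 15, 41284007 to 41380790), AC026464 (ENSG00000260914, chromosome 16, 69299682 to 69322700) and AL445685 (ENSG00000285839, chromosome 1, 52020153 to 52033350). The first 4 had no counts in any control sample. Against a floor of 3 counts, they were at least 194-fold, 71.6-fold, 33.7-fold and 6.43-fold higher in that order. Single samples drove the first of these, since the bound for AC005324 was 49.0-fold without knockdown replicate 2 and the bound for CLCN3P1 was 14.4-fold without knockdown replicate 3. AL445685 had 0, 4 and 11 counts in the control samples and 260, 738 and 16 in the knockdown samples, a log2 fold change of 5.92 that ranged from 4.58 to 7.20 with each sample left out, and its adjusted p from edgeR's quasi-likelihood test passed 0.05 without control replicate 2 (0.0501). Each of these 5 genes overlaps expressed genes on its own strand, between which the authors' counting could have split reads. Among the 5 largest falls were AC005014, SSPOP, AC099811 and IQCA1-AS1, none of which reached more than 30 counts in any sample. AC005014, AC099811 and IQCA1-AS1 had at most 3 counts in every knockdown sample and were at least 5.81-fold, 5.66-fold and 5.68-fold lower (4.41-fold to 6.73-fold with each control sample left out). Each of these 4 falls lost its call when some single sample was left out.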

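Among the 13226 tested genes that the deposited table annotates with a GO term, 2166 (16.4%) met the paper's criteria. The paper drew its GO and KEGG terms from its own DESeq2 calls on another platform. Its text gives neither the background nor the test, so the tests here are not a repeat of its enrichment. Of 628 cell differentiation genes, 133 (21.2%) were called, an odds ratio of 1.40 (one-sided Fisher's exact test, p = 0.00074). Over the 6234 terms tested its adjusted p was 0.14. Of 508 protein phosphorylation genes, 88 (17.3%) were called, with an odds ratio of 1.07 (p = 0.30 from the same exact test). Of 578 oxidation-reduction process genes, 81 (14.0%) were called, which is below the share of all annotated genes (odds ratio 0.83, p = 0.95 from the same exact test). The 19 GO terms with an adjusted p below 0.05 were led by extracellular space, with 195 of 820 genes called (adjusted p = 5.7e-05). When only falls were counted, the cell differentiation odds ratio was 1.21 (exact test, p = 0.12), and with only rises it was 1.46 (exact test, p = 0.0018).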

Gene Ontology (GO) analysis revealed that multiple biological processes such as cell differentiation, oxidation‒reduction process, and protein phosphorylation, were enriched in the DEGs (Supplemental Fig. 3A). Subsequent Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed enrichment of the DEGs in the following pathways: PI3K-AKT signaling pathway, biosynthesis of amino acids and PPAR signaling pathway (Supplemental Fig. 3B). Moreover, gene set enrichment analysis (GSEA) suggested that the DEGs may function in ferroptosis (Supplemental Fig. 3E).

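Among the 5374 tested genes with a KEGG annotation, 841 (15.6%) met the criteria. The PI3K-Akt signaling pathway had 46 of 250 genes called (18.4%), an odds ratio of 1.23 (one-sided Fisher's exact test, p = 0.13). The PPAR signaling pathway had 13 of 57 genes called (22.8%), an odds ratio of 1.60 (p = 0.099 from the same exact test). Adjusted over the 316 pathways tested, these were 0.62 and 0.53. Calling genes by adjusted p instead gave the PI3K-Akt pathway 92 of 250 genes and an odds ratio of 1.38 (exact test, p = 0.011), while the PPAR odds ratio fell to 0.99 (exact test, p = 0.57). With only falls counted, the PPAR pathway had 8 of 57 genes and an odds ratio of 2.14 (exact test, p = 0.049). The biosynthesis of amino acids pathway was not analysed here. By the paper's criteria 2 pathways passed an adjusted p of 0.05 in the exact test. Complement and coagulation cascades had 20 of 52 genes called (adjusted p = 0.017). Cell adhesion molecules had 24 of 73 genes called (adjusted p = 0.029). The count depended on the setting. It was 16 with only falls counted, 0 with only rises and 0 with genes called by adjusted p. Against all annotated genes in the table it was 1.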

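The deposited table annotates 38 genes to the KEGG ferroptosis pathway, of which 33 were tested. Ranked by the signed statistic of the fit, the set had an enrichment score of -0.43, toward genes lower in the knockdown (gene permutation test with 10000 permutations, p = 0.11). Its leading edge held 12 genes, among them SAT1, MAP1LC3B, PRNP, SLC39A14 and SLC7A11. Of the 33 genes, 13 were higher and 20 lower, with a median log2 fold change of -0.026. With an adjusted p below 0.05 from edgeR's quasi-likelihood test, 7 were lower and 3 higher. Ranked by the signal-to-noise ratio, the default of GSEA, the score was -0.34 (permutation test, p = 0.17). The camera test with a preset correlation gave p = 0.073 for the set, and the fry test, which asks whether the set's genes changed irrespective of the other genes, gave p = 0.00017. Ranked by the statistic of DESeq2, the program of the paper's differential expression, the score was -0.51 (permutation test, p = 0.033). That ranking held all 38 genes of the set. The paper does not say how it ranked genes for its GSEA.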

**Fig. 3:**
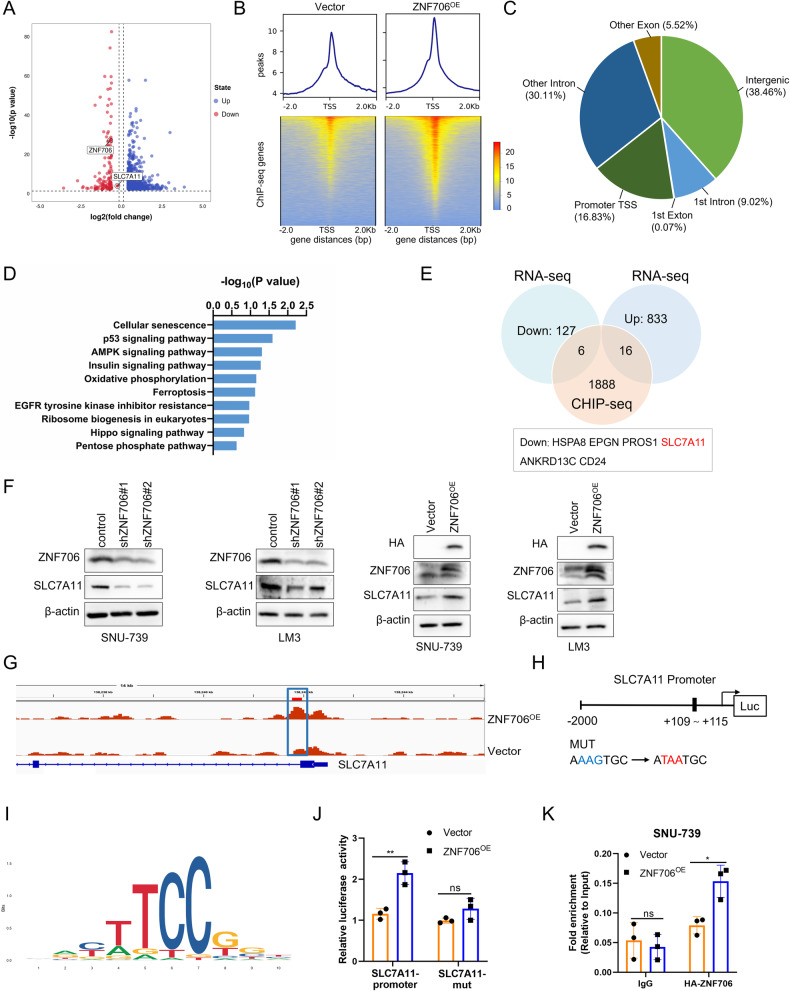
ZNF706 facilitates HCC progression through regulating SLC7A11 expression. **A** A volcano plot of RNA-seq in LM3-shZNF706 vs LM3-control cells showed the differentially expressed genes (|Log2 FC ≥ 0.3|, *p* < 0.05). Blue indicated upregulated, red indicated downregulated. **B** ZNF706 binding sites were rank-ordered according to ZNF706 ChIP-seq intensities in LM3-ZNF706 vs LM3-vector cells. **C** The genomic distribution of the transcriptional targets of ZNF706 was analyzed by ChIP-seq. **D** ChIP-seq analysis of GSEA showed the enriched pathway associated with ZNF706. **E** The overlapping genes were found by RNA-seq and ChIP-seq in LM3 cells. **F** The protein levels of SLC7A11 were measured in stably depleted or overexpressed ZNF706 HCC cells. **G** ChIP-seq analysis of the binding peaks of ZNF706 on the SLC7A11 genomic locus. **H** Schematic diagram of the binding site of ZNF706 on the SLC7A11 promoter region. SLC7A11 mutations shown in red part. **I** ChIP-seq analysis of the binding motifs of ZNF706 and SLC7A11. **J** Dual luciferase reporter assay driven by WT or mutant promoter was transiently transfected into HEK293T cells with or without ZNF706 overexpression. The relative luciferase activities were calculated as the ratio of firefly luciferase activity and Renilla luciferase activity. **K** ChIP-seq results were verified by ChIP‒qPCR with antibodies against HA-ZNF706 in SNU-739 cells with ZNF706 overexpression. All data were shown as mean ± SD. *P* values were determined by Student *t*-test. Ns nonsignificant, *P < 0.05, **P < 0.01.

Although ZNF706 has been identified as a DNA-binding protein, no report showed the specific binding motif of ZNF706 on the genomic DNA. Therefore, we first performed ChIP-seq to search for specific DNA-binding sites of ZNF706 in LM3 cells by using antibodies against HA-ZNF706. According to the ChIP-seq analysis, we subsequently identified 11,350 ZNF706-specific binding peaks in the HA-ZNF706-overexpression group and 6713 binding peaks in the control group (Fig. 3B). We analyzed the distribution of these binding peaks across the genome and identified 1512 binding peaks associated with promoter transcription start sites (TSSs) (Fig. 3C). Furthermore, GSEA indicated that multiple pathways, including AMPK signaling pathway, ferroptosis and pentose phosphate pathway, were markedly deregulated (Fig. 3D). Moreover, integrated analysis of the RNA-seq and ChIP-seq data, we identified 22 overlapping genes closely associated with the expression pattern of ZNF706, among which SLC7A11 attracted our attention because of its ability to affect the intracellular redox balance and act as a key suppressor of ferroptosis (Fig. 3E).

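In the RNA-seq data, SLC7A11 (ENSG00000151012, chromosome 4, 138164097 to 138242349, minus strand, GRCh38) had 5043, 4305 and 4394 counts in the control samples and 4553, 3948 and 3993 in the knockdown samples. Scaled by TMM, these were 73.6 ± 7.10 (SD, n = 3) and 60.3 ± 4.12 (SD, n = 3) CPM. The log2 fold change was -0.29 (standard error 0.071, adjusted p = 0.017 from edgeR's quasi-likelihood test), so SLC7A11 fell by 18.1%. The groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). Its fold change lay just short of 0.3 on the log2 scale. It did so too with DESeq2, the program the paper used (-0.28, adjusted p = 0.0009 from the Wald test). In edgeR with each sample left out in turn, the log2 fold change ranged from -0.35 to -0.21. The adjusted p from edgeR's test ranged from 0.013 to 0.074. It was above 0.05 without knockdown replicate 2 and without knockdown replicate 3. Once each library's trend on GC content was removed with the TMM scaling kept, a fit chosen after seeing the data, the log2 fold change was -0.17 (adjusted p = 0.076 from the same edgeR test), and it was -0.21 (adjusted p = 0.035 from that test) where the scaling was not kept. Of the 6 genes that Fig. 3E lists as lower, 5 were lower with an adjusted p below 0.05, both over all genes and adjusted over the list alone. The paper chose this list on these samples, so the latter is not independent evidence. By the paper's criteria 4 were lower. HSPA8 (-0.65), EPGN (-0.66), PROS1 (-0.74) and ANKRD13C (-1.13) fell on the log2 scale, each by more than the spread between samples. CD24 (ENSG00000272398, chromosome 6, 106969831 to 106975465) was higher in the knockdown, with 49.3 ± 1.76 CPM in the control group and 79.5 ± 1.61 CPM in the knockdown group (SD, n = 3). Its log2 fold change was 0.69 (standard error 0.040, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test). The ChIP-seq side of the overlap was not analysed here.

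**Figure D1:**
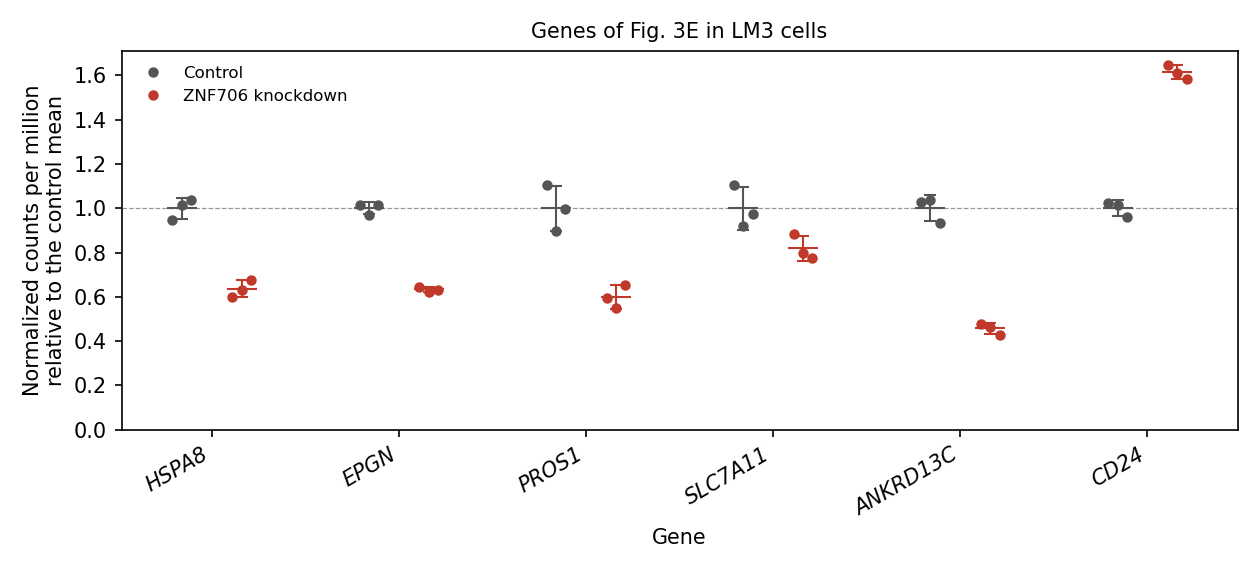
TMM-scaled CPM of the 6 genes of Fig. 3E in each of the 3 control (grey) and 3 ZNF706 knockdown (red) samples of LM3 cells, divided by the gene's control mean (dashed line at 1). Points are samples, horizontal marks are means and error bars are SD. HSPA8, EPGN, PROS1, SLC7A11 and ANKRD13C lie below the control samples and CD24 lies above them.

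The paper selected SLC7A11 from the genes shared by the RNA-seq and ChIP-seq data for its part in redox balance and in suppressing ferroptosis.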

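Of the 17 ferroptosis genes of Supplemental Fig. 3C, 16 had enough counts to be tested, and ACSL6 did not. The sign of the log2 fold change was that of the heatmap for 15 of them, 10 of the 11 shown higher in the knockdown and 5 of the 5 shown lower. With an adjusted p below 0.05, 7 changed in that direction over all genes and 8 adjusted over the list alone. The list was drawn from these samples, so the latter is not independent evidence. STEAP3 (0.29) and VDAC3 (0.11) were among the genes called higher, and VDAC3 was not called in 5 of the 6 fits that left out a sample (adjusted p up to 0.11 from edgeR's quasi-likelihood test, without knockdown replicate 2). SAT1 fell most, from 177 ± 13.3 to 110 ± 8.58 CPM (SD, n = 3 in each group), a log2 fold change of -0.69 (standard error 0.065, adjusted p = 0.00014 from the same edgeR test). MAP1LC3B (-0.43) and ACSL1 (-0.27) were also called lower, beside SLC7A11, and ACSL1 was not called in 3 of those 6 fits (adjusted p up to 0.061 from the same edgeR test, without control replicate 2). The groups overlapped for ACSL4, ACSL5, SLC3A2, ATG5, ATG7 and TFRC. Leaving out control replicate 1 left 12 of the 16 signs as in the heatmap, and other splits of the 6 samples gave up to 14. TFRC had a log2 fold change of -0.01 (adjusted p = 0.84 from the same edgeR test), against the heatmap's direction, and was above 0 without control replicate 3 (0.0036), without knockdown replicate 3 (0.0032) and under library-size scaling (0.04).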

A heatmap was generated to visualize the potential target genes involved in ferroptosis and influenced by ZNF706 knockdown (Supplemental Fig. 3C). Real-time PCR analysis was performed, and the results revealed that the mRNA expression of SLC7A11 was significantly downregulated in response to ZNF706 knockdown, while significantly upregulated in response to ZNF706 overexpression in SNU-739 and LM3 cells (Supplemental Fig. 3D, F, G). As further confirmation of these results, Western blot analysis revealed that ZNF706 knockdown markedly decreased the expression of SLC7A11 in SNU-739 and LM3 cells, and ZNF706 overexpression markedly increased the expression of SLC7A11 in these cells (Fig. 3F). Furthermore, the analysis of the TCGA database revealed that patients with high SLC7A11 expression had a lower survival rate than those with low SLC7A11 expression (Supplemental Fig. 3H). Moreover, by using the TCGA database, we observed a positive correlation between the ZNF706 and SLC7A11 expression in HCC samples (Supplemental Fig. 3I).

To explore the potential mechanism by which ZNF706 regulates SLC7A11, we identified the binding peaks of ZNF706 in the SLC7A11 promoter region by analyzing the ChIP-seq data (Fig. 3G). To further validate the above results, we performed a dual luciferase reporter assay and ChIP‒qPCR analysis. The results revealed a strong binding of ZNF706 to the SLC7A11 promoter (Fig. 3I-K). In summary, we are the first to identify the binding motifs of ZNF706, supporting the existence of a physical interaction and functional regulatory relationship between ZNF706 and SLC7A11 in HCC cells.

### Depletion of ZNF706 disrupts intracellular redox homeostasis by decreasing SLC7A11 expression

Accumulating evidence has revealed that SLC7A11 plays critical roles in maintaining cell survival and redox homeostasis [23, 24]. We next sought to determine the potential role of ZNF706 in ferroptosis response. Strikingly, we observed that depletion of ZNF706 significantly increased erastin-induced lipid peroxidation in SNU-739 and LM3 cells (Fig. 4A, C). Moreover, a reduction in ZNF706 expression markedly facilitated erastin-induced cell death (Fig. 4B, D). It has been reported that SLC7A11 participates in regulating the uptake of extracellular cystine, an essential precursor for GSH biosynthesis, and we subsequently found that the level of GSH was decreased after ZNF706 knockdown in HCC cells (Fig. 4E). Furthermore, we found that subcutaneous tumors derived from ZNF706-depleted HCC cells had greater lipid peroxidation than tumors derived from control cells (Fig. 4F). Moreover, the level of GSH in ZNF706-knockdown tumors was decreased compared to that in control tumors (Fig. 4G). 4-Hydroxy-2-nonenal (4HNE) is an indicator of ferroptosis that can be used to evaluate lipid peroxidation [25]. Further examination of 4HNE by immunohistochemical (IHC) staining revealed that compared with control tumors, ZNF706-depleted tumors had increased 4HNE staining (Fig. 4H). Furthermore, the terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay revealed that ZNF706-knockdown tumors exhibited increased cell death compared with that in control tumors (Fig. 4I). In addition, ZNF706 staining was decreased in ZNF706-knockdown tumors (Supplemental Fig. 2G). Conversely, ZNF706 overexpression decreased lipid ROS levels and cell death and significantly increased the GSH level (Fig. 4J–L). In addition, knockdown of ZNF706 and SLC7A11 suppressed HCC cell proliferation (Supplemental Fig. 4A–D). Collectively, these data indicate that loss of ZNF706 suppresses HCC progression by repressing SLC7A11 expression and accelerating ferroptosis in HCC cells.

**Fig. 4:**
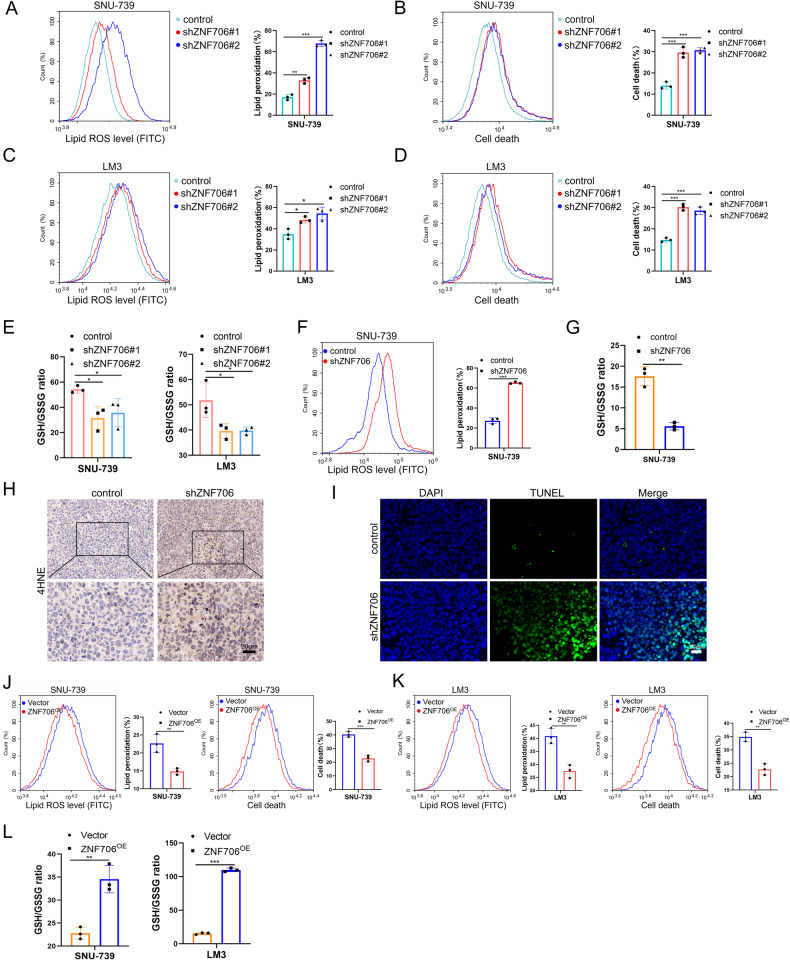
Knockdown of ZNF706 increased lipid ROS accumulation and disrupted redox homeostasis. **A**, **C** Lipid peroxidation was measured by flow cytometry in ZNF706-depleted SNU-739 and LM3 cells treated with erastin. **B**, **D** Cell death was examined by flow cytometry after treatment with erastin in ZNF706-depleted SNU-739 and LM3 cells. **E** The levels of glutathione were measured treated with erastin in SNU-739 and LM3 cells with stable ZNF706 knockdown. **F** The lipid peroxidation levels of subcutaneous tumor derived from ZNF706-depletion and control tumors were examined. **G** The expression of GSH derived from ZNF706-knockdown and control tumors were measured. **H** Immunohistochemical staining of 4HNE in tumor was examined. Scale bars: 20 μm. **I** Cell death was examined by immunofluorescent staining of TUNEL in tumors from ZNF706-depleted SNU-739 cells. Scale bars: 20 μm. **J**, **K** Lipid peroxidation and cell death were measured by flow cytometry after treatment with erastin in ZNF706-overexpressed SNU-739 and LM3 cells. **L** The relative expression of GSH was examined after treatment with erastin in SNU-739 and LM3 cells with ZNF706 overexpression. All data were shown as mean ± SD, and statistical significance was analyzed by Student *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

To further confirm whether ZNF706 inhibits the expression of SLC7A11, we stably transfected ZNF706-depleted SNU-739 and LM3 HCC cells with an SLC7A11 overexpression construct or a control vector. The mRNA and protein levels of SLC7A11 were significantly increased after the restoration of SLC7A11 expression in ZNF706-knockdown HCC cells (Supplemental Fig. 4E, F). Interestingly, restoration of SLC7A11 expression in ZNF706-knockdown HCC cells partially reversed the inhibition of cell growth induced by ZNF706 knockdown, as determined by CCK-8 assays (Fig. 5A). Furthermore, colony formation assays and soft agar assays were performed, and the results confirmed that the growth ration of ZNF706-depleted SNU-739 and LM3 HCC cells was markedly increased by SLC7A11 overexpression (Fig. 5B and Supplemental Fig. 4G). In the in vivo assay, the ZNF706 knockdown-induced inhibition of xenograft growth was markedly reversed by restoration of SLC7A11 expression (Fig. 5C–E). Moreover, measurement of the 4HNE level and evaluation of cell death showed that compared with control tumors, ZNF706-knockdown tumors exhibited increased 4HNE staining and cell death; however, SLC7A11 overexpression significantly reduced these increases (Fig. 5F, G). In addition, IHC staining confirmed that ZNF706 and SLC7A11 expression was decreased in ZNF706-depleted tumors and that the level of SLC7A11 expression was increased after restoration of SLC7A11 expression (Supplemental Fig. 4H).

**Fig. 5:**
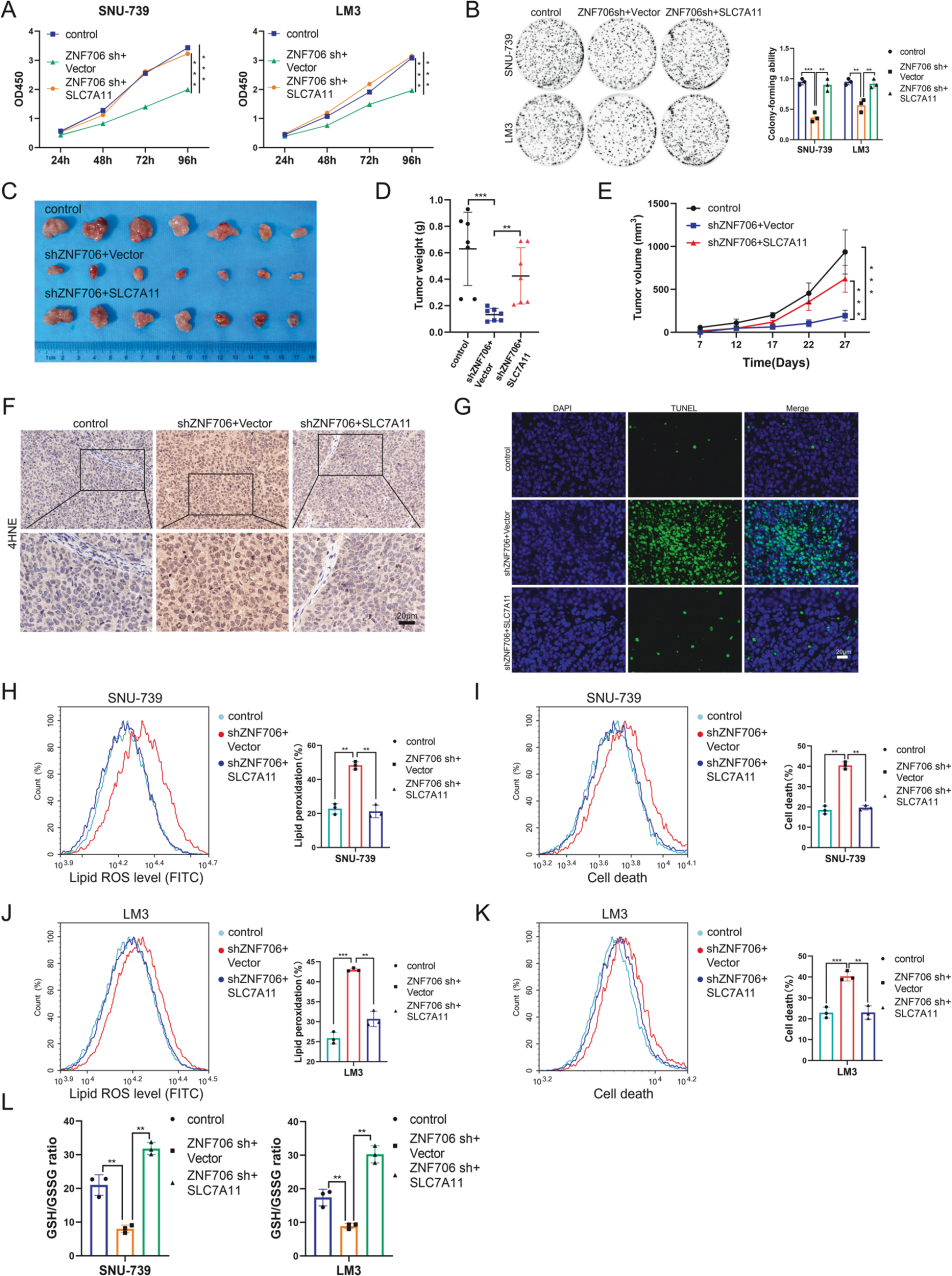
SLC7A11 overexpression partially rescues ZNF706 knockdown-induced disruption of redox homeostasis. **A**, **B** CCK-8, and colony formation assays were determined to measure the proliferative abilities of ZNF706-depleted SNU-739 and LM3 cells with SLC7A11 overexpression. **C** ZNF706-knockdown SNU-739 cells, with or without SLC7A11 overexpression, were subcutaneously injected into the nude mice. Pictures of the removed tumors. **D** The removed tumors were weighed and plotted. **E** The growth curves of subcutaneous tumors were monitored and plotted (n = 7). **F**, **G** Immunofluorescence staining of Immunohistochemical staining of 4HNE and TUNEL in tumor from ZNF706-knockdown SNU-739 cells, with or without SLC7A11 overexpression. Scale bars: 20 μm. **H**–**L** Lipid peroxidation, cell death, and GSH levels were measured after treatment with erastin in ZNF706-knockdown SNU-739 and LM3 cells with SLC7A11 reexpression. All results were present as mean ± SD. *P* values were determined by Student’s test and one-way ANOVA (**A**, **E**). **P < 0.01, ***P < 0.001.

Further examination of lipid peroxidation revealed that the restoration of SLC7A11 expression in ZNF706-knockdown HCC cells inhibited erastin-induced lipid peroxidation (Fig. 5H, J). Notably, restoration of SLC7A11 in ZNF706-knockdown HCC cells significantly decreased erastin-induced cell death (Fig. 5I, K). Moreover, restoration of SLC7A11 expression in SNU-739 and LM3 HCC cells with stable knockdown of ZNF706 increased the level of GSH (Fig. 5L). Taken together, these findings reveal that SLC7A11 is essential for ZNF706-mediated malignant progression of HCC and responsiveness to ferroptosis.

### ZNF706 is transcriptionally activated by MYC

To investigate the upstream regulatory mechanism of ZNF706 expression in HCC cells, we explored potential transcription factors (TFs) that may regulate ZNF706 expression in the mRNA level. We first analyzed the expression pattern of JASPAR-provided 1058 TFs with the correlation of ZNF706 expression in the TCGA-LIHC dataset. It showed that the expression level of 35 TFs has the positive correlation with ZNF706 in HCC samples. Furthermore, we used the PROMO to rank the putative TFs which may regulate ZNF706. And in the end of this pipeline mining the possible TF(s) regulating ZNF706, we identified that MYC might be a transcriptional factor regulating the expression of ZNF706 (Fig. 6A). And more importantly, a significant positive correlation was observed between MYC and ZNF706 or SLC7A11 expression in HCC samples by analyzing the TCGA database (Fig. 6B).

**Fig. 6:**
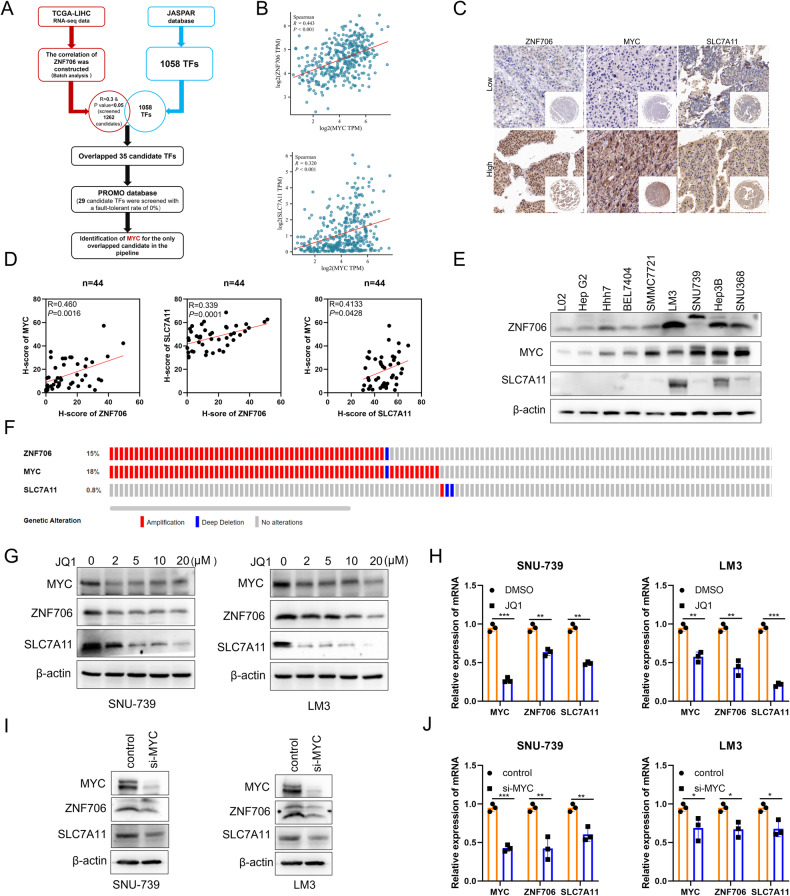
Coordinated expression of ZNF706, MYC, and SLC7A11 in liver cancer. **A** Transcription factor prediction for ZNF706 regulation using the TCGA, JASPAR, and PROMO databases. **B** The expression of MYC was positive correlation with the expression of SLC7A11 and ZNF706 from TCGA database. **C** IHC examined the protein levels of ZNF706, MYC, and SLC7A11 in liver cancer tissue chips (n = 44). **D** The correlation of ZNF706, MYC, and SLC7A11 was analyzed by linear regression analysis. **E** Western blot measured the protein levels of ZNF706, MYC, and SLC7A11 in HCC cells. **F** Analysis of genetic alterations of ZNF706, MYC, and SLC7A11 in liver cancer from cBioPortal database. **G** The protein levels of MYC and SLC7A11 were examined after adding different concentrations of JQ1 in SNU-739 and LM3 cells. **H** The relative expression of MYC and SLC7A11 were determined by qRT‒PCR in SNU-739 and LM3 cells treated with JQ1. **I**, **J** Western blot and qRT‒PCR analysis showed the levels of MYC, ZNF706, and SLC7A11 using siRNA targeting MYC knockdown in HCC cells. All data were represented as mean ± SD and statistical significance was determined by Student’s test and by linear regression analysis (**B**, **D**). *P < 0.05, **P < 0.01, ***P < 0.001.

And then, to further determine the relationships among ZN706, MYC, and SLC7A11 in the protein level, we performed IHC analysis on cancer tissue chips to examine their expression pattern. The result showed that the alteration of their expression is consistent with each other from the same samples (Fig. 6C). And more importantly, IHC score analysis showed that they had a positive correlation with each other in the tested samples (Fig. 6D). Moreover, we also tested the expression pattern of ZN706, MYC, and SLC7A11 in HCC cell lines. The result of Western blot showed that they had a similar expression pattern in the tested cell lines (Fig. 6E). Results consistent with these findings were obtained in our analysis of data from cBioortal platform (Fig. 6F).

To investigate the hypothesized regulatory mechanism of MYC on the ZNF706 expression, we used a pharmacological inhibitor to block the activation of MYC in HCC cells. SNU-739 and LM3 cells were treated with different doses of MYC inhibitor JQ1. We found that administration of JQ1 obviously decreased the ZNF706 expression which was consistent with the inhibited expression of MYC in the protein level (Fig. 6G). And also, the mRNA expression of both MYC and ZNF706 was noticeably decreased (Fig. 6H). Moreover, we designed small interfering RNAs (siRNAs) targeting MYC to genetically inhibit MYC activation. Expectedly, the results revealed that the mRNA and protein expression of ZNF706 and SLC7A11 was obviously reduced (Fig. 6I, J). Similar results were obtained using two independent shRNAs to deplete MYC (Fig. 7A, B). To further verify the effect of MYC on the ZNF706 expression, we used lentiviral delivery system to overexpress MYC in SNU-739 and LM3 cells. The data revealed that overexpression of MYC markedly increased ZNF706 and SLC7A11 expression in HCC cells (Fig. 7C, D). To explore whether MYC binds to the ZNF706 promoter, we used the JASPAR database to predict and three putative MYC binding sites were shown on the promoter region of ZNF706. Furthermore, by using the dual luciferase reporter assay to test the activation of truncated ZNF706 promoter region, we found that the first binding site was the real responsive element recognized by MYC (Fig. 7E). To further demonstrate the occupancy of MYC in the ZNF706 promoter, we performed ChIP‒qPCR and confirmed that MYC physically interacts with the ZNF706 promoter region (Fig. 7F). Taken together, our results demonstrate that MYC transcriptionally activates ZNF706 in HCC cells.

**Fig. 7:**
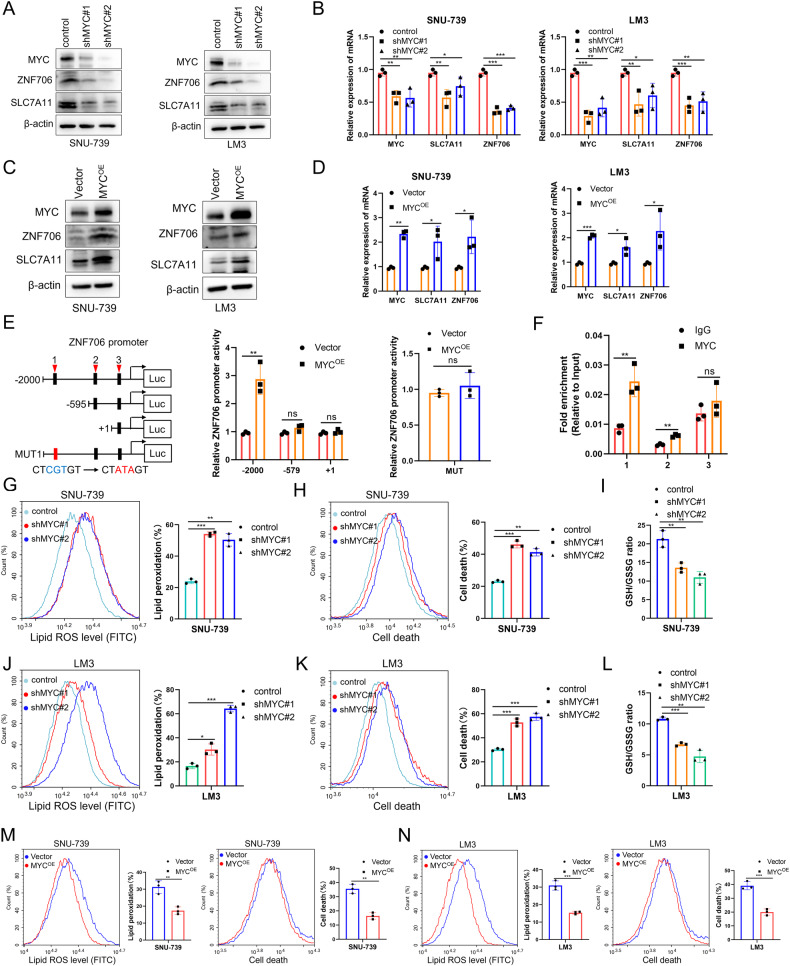
MYC transcriptionally activates ZNF706 and depletion of MYC promotes ferroptosis response by decreasing SLC7A11 expression. **A**, **B** The protein and mRNA levels of MYC, ZNF706, and SLC7A11 were measured after SNU-739 and LM3 HCC cells with stable depletion of MYC. **C**, **D** The levels of MYC, ZNF706, and SLC7A11 were examined in HCC cells with MYC overexpression. **E** Left: Schematic diagram of constructing serially truncated and mutant ZNF706 promoter. ZNF706 mutation displayed in red box. Right: The luciferase reporter activity of ZNF706 promoter was examined in HEK293T cells with or without MYC overexpression. **F** ChIP‒qPCR was determined with antibodies against MYC in SNU-739 cells with or without MYC overexpression. **G**, **J** Lipid peroxidation was examined after treatment with erastin in SNU-739 and LM3 cells with stable MYC knockdown. **H**, **K** Cell death was measured after treated with erastin in MYC-knockdown SNU-739 and LM3 cells. **I**, **L** The levels of GSH were determined after treatment with erastin in HCC cells with stably MYC-knockdown. **M**, **N** Lipid peroxidation and cell death were measured in MYC-overexpressed SNU-739 and LM3 cells treated with erastin. All data were represented as mean ± SD and statistical significance was determined by Student’s test. Ns nonsignificant, *P < 0.05, **P < 0.01, ***P < 0.001.

### Overexpression of ZNF706 partially reverses MYC knockdown-induced disruption of the intracellular redox response

Due to its involvement in reprogramming cellular metabolism, MYC is believed to be a hallmark of cancer progression that maintains the rapid proliferation of cancer cells [26]. A recent study reported that EGLN1 and MYC coordinately regulate lymphoid-specific helicase (LSH) expression to attenuate ferroptosis, indicating that MYC can be an important regulator of oxidative stress, which is involved in ferroptosis [27]. To clarify the potential role of MYC in ferroptosis in the context of HCC, we treated SNU-739 and LM3 cells with JQ1 to inhibit MYC expression and found that inhibition of MYC expression significantly increased erastin-induced ROS production and cell death (Supplemental Fig. 5A, B). Meanwhile, we also obtained similar results in HCC cells with shRNA-induced knockdown of MYC (Fig. 7G, H, J, K). Conversely, stable overexpression of MYC decreased lipid ROS production and cell death (Fig. 7M, N). We then measured the level of GSH and found that it was reduced after MYC depletion and increased after overexpression of MYC (Fig. 7I, L, and Supplemental Fig. 5C, D). Furthermore, we observed that double knockdown of ZNF706 and MYC inhibited HCC cell proliferation in vitro (Supplemental Fig. 6A–D). To deeply explore the underlying mechanism of MYC-regulated redox homeostasis, MYC-depleted SNU-739, and LM3 HCC cells were rescued by ZNF706 overexpression. The transfection efficiency was confirmed, and the level of ZNF706 was significantly increased after restoration of ZNF706 expression in MYC-depleted HCC cells (Supplemental Fig. 5E, F). Functionally, we observed that restoration of ZNF706 expression facilitated the MYC-induced inhibition of cell growth, as determined by CCK-8 and colony formation assays (Fig. 8A, B). In addition, subcutaneous tumors derived from cells with MYC-knockdown and ZNF706 overexpression grew faster than tumors derived from cells with only MYC knockdown (Fig. 8C–E). Compared with control tumors, MYC-knockdown tumors exhibited increased 4HNE staining and cell death; however, restoration of ZNF706 expression significantly inhibited these increases (Fig. 8F, G). Further analysis of lipid peroxidation and cell death revealed that ZNF706 restoration in MYC-knockdown HCC cells attenuated erastin-induced lipid peroxidation and cell death (Fig. 8H–K). Moreover, ZNF706 overexpression in MYC-knockdown HCC cells increased the GSH level (Fig. 8L). These observations indicate that ZNF706 is essential for MYC-mediated intracellular redox homeostasis.

**Fig. 8:**
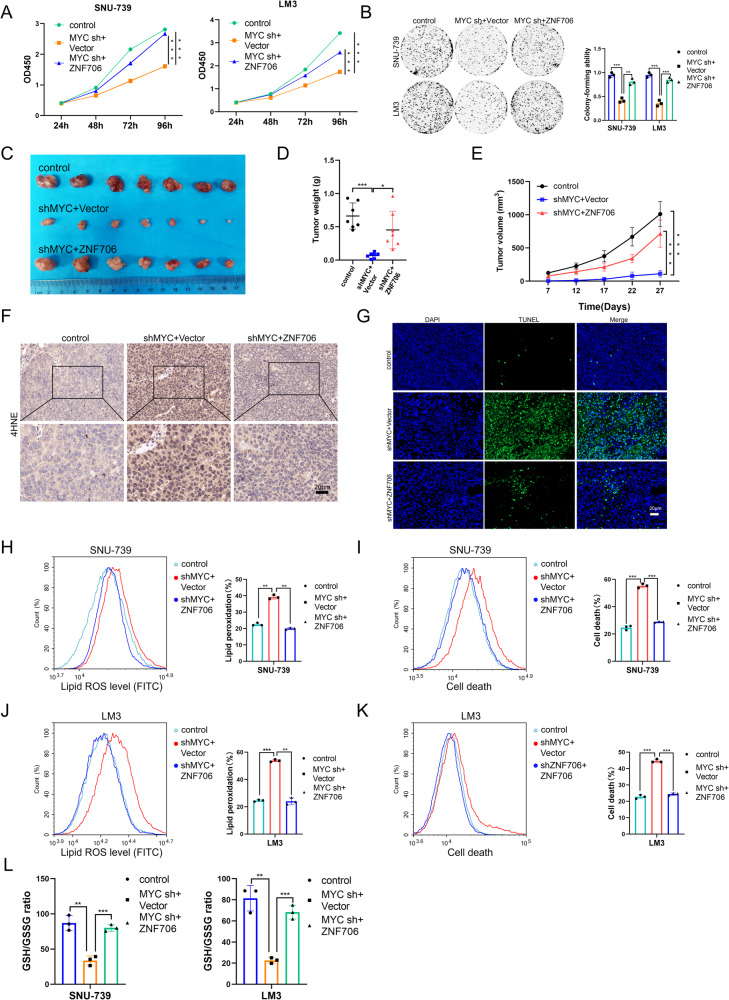
Restoration of ZNF706 partially rescues MYC knockdown-induced disruption of redox homeostasis. **A**, **B** Proliferative abilities of MYC-depleted SNU-739 and LM3 cells, with or without ZNF706 overexpression, were measured as judged by CCK-8 and colony formation assays. **C** MYC-knockdown SNU-739 cells with ZNF706 overexpression were subcutaneously injected into the nude mice. **D** The removed tumors were weighed. **E** The volumes of subcutaneous tumors were plotted (n = 7). **F**, **G** IHC staining and Immunofluorescence of 4HNE and TUNEL in tumor from MYC-knockdown SNU-739 cells with ZNF706 overexpression. Scale bars: 20 μm. **H**–**K** Lipid peroxidation and cell death were measured after treatment with erastin in MYC-depleted SNU-739 and LM3 cells with ZNF706 reexpression. **L** The levels of GSH were determined after treated with erastin in MYC-depleted SNU-739 and LM3 cells with or without ZNF706 reexpression. All results were shown as mean ± SD and statistical significance was determined by Student’s test and one-way ANOVA (**A**, **E**). *P < 0.05, **P < 0.01, ***P < 0.001.

### Knockdown of ZNF706 sensitizes HCC cells to Sorafenib

Sorafenib, a multitarget tyrosine kinase inhibitor (TKI), is used as a first-line treatment for patients with late-stage HCC [28]. Accumulating evidence has revealed that attenuating oxidative stress protects cancer cells from the harmful effects of chemotherapy and radiotherapy [29]. Therefore, we sought to determine whether knockdown of ZNF706 sensitizes cancer cells to Sorafenib. It was showed that inhibition of ZNF706 notably increased HCC cell death and sensitivity to Sorafenib (Fig. 9A, B and Supplemental Fig. 7A). Conversely, ZNF706 overexpression suppressed Sorafenib-induced HCC cell death (Fig. 9C, D and Supplemental Fig. 7B). In addition, lipid peroxidation was increased in ZNF706-knockdown cells treated with Sorafenib; however, Sorafenib-treated ZNF706-overexpressing cells exhibited decreased lipid peroxidation (Supplemental Fig. 7C–F). Furthermore, in a mouse xenograft model, we observed that subcutaneous tumors derived from ZNF706-knockdown cells were smaller than tumors derived from control cells and that Sorafenib weakly repressed the growth of tumors derived from control cells but noticeably inhibited the growth of tumors derived from ZNF706-knockdown cells (Fig. 9E–G). Therefore, our findings support the idea that inhibition of ZNF706 sensitizes cancer cells to Sorafenib.

**Fig. 9:**
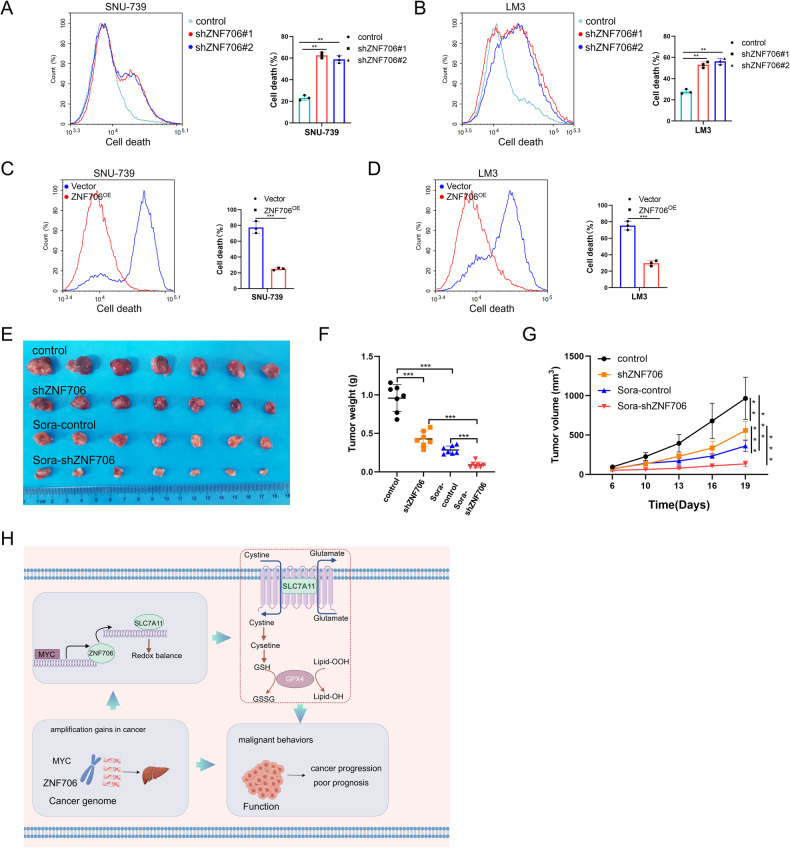
Depletion of ZNF706 sensitizes HCC cells to Sorafenib. **A**, **B** Cell death was examined by flow cytometry after treatment with Sorafenib in ZNF706-knockdown SNU-739 and LM3 cells. **C**, **D** Cell death was measured by flow cytometry after treatment with Sorafenib in ZNF706-overexpressed SNU-739 and LM3 cells. **E** ZNF706-knockdown and control SNU-739 cells were subcutaneously injected into the nude mice. The tumor volume reached 50–100 mm^3^, nude mice were administrated with 50 mg/kg Sorafenib every two days by gavage. **F** Tumor weight of nude mice was recorded. **G** The tumor volume was monitored and plotted (n = 7). **H** A schematic model for the MYC-ZNF706-SLC7A11 axis mediating HCC progression and redox balance. All data were represented as mean ± SD and statistical significance was determined by Student’s test and one-way ANOVA (**G**). **P < 0.01, ***P < 0.001.

## Discussion

In the present study, we identified the biological roles and regulatory mechanisms of ZNF706, a novel zinc finger nuclear protein, in advanced progression of human hepatocellular carcinoma. In particular, we demonstrated its role in the regulation of intracellular redox homeostasis and tumor growth in HCC. MYC is a key oncogenic transcriptional factor driving hepatocellular carcinoma progression, and a copy number amplification of chromosome 8q24, where it is located, is known to be a molecular event contributing to the elevated expression levels and enhanced activity of MYC in HCC [30]. ZNF706, the gene of interest in our study, is located in another copy number amplification region 8q22, within the adjacent chromosomal region of the MYC gene. Previous studies on the functional annotation of ZNF706 have been reported to be relatively scarce, and its role and mechanism in tumor progression are even more lacking. Here, by using a series of bioinformatics analyses and logical inference, together with the paradigm for the study of transcription factor, we demonstrated that MYC is an important upstream transcription factor of ZNF706. And MYC is also the first identified transcription factor regulating ZNF706. Our findings revealed the upstream regulatory mechanism of ZNF706 and establish a novel mechanistic link between MYC and its regulation on the malignant behaviors in HCC cells.

It has been previously reported that 8q22, a genomic amplified region, contains numerous functional genes that may be involved in the regulation of malignant behaviors in breast cancer. Through in-depth and meticulous functional experiments, it was demonstrated that MTDH, located in this local amplicon, plays a crucial oncogenic role in breast cancer chemotherapy resistance and distant organ metastasis [31]. Interestingly, some other molecules located in 8q22, including LAPTM4B and YWHAZ, were also identified as key functional molecules for anthracycline resistance and breast cancer recurrence [32]. More importantly, 8q22 was also reported to have a copy number amplification in HCC [33]. It has been revealed that GRHL2, a transcription factor located in 8q22, shows frequently high levels expression in HCC tissues and promotes tumor growth in HCC [34]. However, the functional study in this local region with copy number variants in HCC cells has not been sufficiently investigated. What we identified in the present study is ZNF706, a novel zinc finger nuclear protein, being located within the chromosome 8q22 region with poorly functional annotation and mechanistic study. Here, we found that ZNF706 is frequently highly expressed in HCC tissues in comparison with the normal tissues. And the high level of ZNF706 expression is closely associated with a poor prognosis in the HCC patients, indicating that ZNF706 could be a potential biomarker in the clinic. By using gain- and loss- of functional experiments in vitro and in vivo, we observed the potential oncogenic effects of ZNF706 in HCC. And more importantly, we identified its role in the regulation of redox homeostasis in HCC cells. Mechanistically, by integrating data from ChIP-seq, RNA-seq, a promoter reporter assay, and ChIP-qPCR, we demonstrated that SLC7A11, an oxidative suppressor, is transcriptionally activated by ZNF706 in HCC cells. Furthermore, we confirmed a closely positive correlation among MYC, ZNF706, and SLC7A11 with each other in the mRNA and protein levels, indicating ZNF706 might be a critical hub to functionally link MYC to the maintenance of redox homeostasis in tumor cells by regulating SLC7A11 and consequently promotes advanced progression in HCC (Fig. 9H).

The maintenance of redox homeostasis is of paramount biological importance for cancer cell survival, proliferation, drug responsiveness, and even distant organ metastasis [35, 36]. Excessive accumulation of peroxides would lead to DNA damage, misfolding of functional proteins, or even cell death. Whereas, it has been demonstrated that the anti-oxidative molecules would scavenge the overloaded ROS species, prevent tumor cells from accumulated ROS-induced cell death, and even promote cancer metastasis. It has been commonly accepted that SLC7A11 plays an important role to promote tumor cell proliferation by inhibiting ROS accumulation in multiple types of cancer cells [37, 38]. As the gene encoding the cystine/glutamate antiporter, SLC7A11 mediates the uptake of cystine, a precursor for GSH biosynthesis. It was demonstrated to facilitate oncogenic KRAS-induced transformation in vitro and in vivo by mitigating oxidative stress [11]. Following the concept of ferroptosis, a lipid oxidation-induced new form of cell death, it was more widely accepted to by functionally associated with the regulation of SLC7A11. Previous studies have reported that transcriptional factors, such as NRF2, ATF4, SOX2 et al., affect ferroptosis responsibility by regulating the SLC7A11 expression [39, 40]. Here, we demonstrated that ZNF706 is a novel identified transcriptional factor regulating SLC7A11 and ferroptosis responsiveness in HCC cells.

In the clinical application, Sorafenib has been used the first-line drug for the treatment of HCC patients. And it has been demonstrated that oxidative stress-induced ferroptosis is one important mechanism attributing to Sorafenib-triggered antitumor effect [41]. Recently, SLC7A11-mediated Sorafenib resistance has been a matter with great concern. And our in vitro and in vivo study also showed that ZNF706 inhibition can significantly sensitize the response of HCC cells to the Sorafenib administration. And more importantly, our identification of a MYC-ZNF706-SLC7A11 regulatory axis provides a novel perspective to understand the development and progression of human hepatocellular carcinoma from the maintenance of redox homeostasis. Interestingly, it was recently reported that SLC7A11 drastically increases the expression of c-Myc through cysteine in cancer stem cells [42].

In summary, we present compelling evidence indicating that ZNF706-mediated regulation of SLC7A11 promotes the evasion of ferroptosis by increasing redox status. Our findings shed light on a critical oxidative stress evasion pathway and propose that blockade of the MYC-ZNF706-SLC7A11 axis could be a potential strategy in the treatment of HCC.

## Materials and methods

### HCC patient samples

All clinical HCC and matched adjacent normal tissues were acquired from the Department of Hepatic Surgery, Xijing Hospital (Xi’an, China), an affiliated hospital of Fourth Military Medical University. Fresh human HCC specimens in this study were promptly stored in liquid nitrogen after collection during surgery. The use of HCC samples was approved by the Ethics Committee of Xijing Hospital, and all patients provided written informed consent before participation. Our study was complied with the Declaration of Helsinki.

### Cell culture

The human HCC cell lines SNU-739, BEL-7404, SNU-368, and LM3 were obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). The human embryonic kidney epithelial cell line HEK293T was obtained from the American Type Culture Collection (ATCC). SNU-739, BEL-7404, and SNU-368 cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (Gibco) supplemented with 10% fetal bovine serum (FBS; Gibco). LM3 cells and HEK293T cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) supplemented with 10% FBS (Gibco). All cell lines were incubated under standard culture conditions at 37 °C with 5% CO_2_.

### Plasmid construction

To construct the plasmids expressing human sequences (pCDH-HA-ZNF706, and pCDH-HA-MYC), PCR-amplified human ZNF706 and MYC, cDNA sequences were inserted into the lentiviral vector pCDH-CMV-MCS-EF1-Puro digested with the restriction enzymes BamHI and EcoRI. The pLVX-HA-SLC7A11 plasmid were purchased from fenghbio (Hunan, China). pLKO.1-shZNF706 and pLKO.1-shMYC were generated by inserting shRNAs into the pLKO.1 vector. For construction of the ZNF706 luciferase promoter and the SLC7A11 luciferase promoter, different fragments of human ZNF706 promoter DNA and SLC7A11 promoter DNA were PCR amplified and inserted into the pGL3 enhancer vector digested with the restriction enzymes KpnI and NheI. All constructs were verified by DNA sequencing. The relevant primers are listed in Supplemental Table 1.

### Cell transfection and lentiviral transduction

To construct the SNU-739, BEL-7404, and SNU-368 and LM3 cell lines with stable ZNF706/MYC knockdown, pLKO.1-shZNF706 and pLKO.1-shMYC were cotransfected with packaging and envelope plasmids (psPAX2 and pMD2.G) into HEK293T cells. Viral supernatants were collected 48 h and 72 h after transfection and filtered through a 0.25 μM strainer, after which the infected cancer cells were selected with 2 µg/ml puromycin. To generate the ZNF706/MYC/SLC7A11-overexpressing cell lines, the lentiviral plasmids pCDH-HA-ZNF706, pCDH-HA-MYC, and pLVX-HA-SLC7A11 were cotransfected with the psPAX2 and pMD2.G plasmids into HEK293T cells.

### RNA extraction and qRT‒PCR

Total RNA was extracted from HCC tissues and cells using TRIzol Reagent (Invitrogen, USA) according to the manufacturer’s instructions. In brief, 1 µg of total RNA was reverse transcribed to cDNA with PrimeScript RT Master Mix (TaKaRa, Japan). Then, qRT‒PCR analysis was performed in triplicate on a Bio-Rad CFX96 instrument with a SYBR Premix Ex Taq Kit (TaKaRa, Japan). β-actin was used as the internal control, and the relative expression of each target gene was calculated by the 2^−ΔΔCt^ method. The primers used for PCR are listed in Supplemental Table 2.

### Cell viability assay

After trypsinization and centrifugation, the harvested cells were seeded into a 96-well plate (1000 cells/well). A Cell Counting Kit-8 (Yeasen, Shanghai) was used to measure cell viability. In brief, a mixture of medium and CCK-8 reagent was added to the wells, and the plate was incubated at 37 °C for 2 h. The absorbance of the wells was measured at 450 nm using a Bio-Rad multimode plate reader (Hercules, USA).

### Colony formation assays

For the colony formation assays, in brief, 500 cells were seeded into 6-well plates and continued to incubate for 10 days. The cells were fixed with 4% paraformaldehyde for 20 min and stained with crystal violet. The colonies were then counted.

### Soft agar assay

The soft agar assay was performed to examine cell survival in 3D culture. The 6-well plates were covered by the mixture of medium and 1% low-melting agarose. The collected cells were mixed with 0.6% low-melting agarose and seeded into 6-well plates. After 16 days, the spheres were photographed to acquire images.

### Transwell assay

For the transwell assay, 5 × 10^4^ cells were collected and seeded in serum-free medium into the upper chamber of a 24-well plate coated with or without Matrigel (Corning, USA), and medium supplemented with 10% FBS was added to the lower chamber. After 24 h, the medium was removed with a cotton swab, and the cells were fixed with 4% paraformaldehyde for 20 min and stained with crystal violet. Random fields of view were selected for imaging and cell counting.

### Immunofluorescence assay

Cells were seeded in confocal dishes, fixed with 4% paraformaldehyde for 30 min, and permeabilized with 0.2% Triton X-100. The cells were incubated with primary antibodies at 4 °C overnight, subsequently washed twice with cold PBS, and incubated with secondary antibodies for 1 h in the dark. The cells were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific, USA). A Nikon ECLIPSE Ti2 confocal microscope was used to acquire immunofluorescence images.

### Cell death assay

Cells were seeded in a 6-well plate and treated with drugs for 48 h. The cells were then stained with propidium iodide (BD Bioscience, USA), and cell death was evaluated by microscopy and imaging. After the cells were trypsinized and centrifuged, cell death was further quantified by flow cytometry.

### GSH assay

Cells were seeded into a 6-well plate and treated with drugs for 48 h. Cell lysates were collected, and the cellular GSH concentration was measured with a Reduced Glutathione (GSH) Assay Kit (Beyotime, Shanghai, China) according to the manufacturer’s guidelines. The xenograft tissues were ground and were performed follow-up experiments.

### Luciferase reporter assay

For the luciferase reporter assay, in brief, cells were cotransfected with pGL3-ZNF706 promoter fragments, pRL-TK, and pCDH-MYC plasmid for 48 h. Similarly, pGL3-SLC7A11 promoter, pRL-TK, and pCDH-ZNF706 were also cotransfected with cells for 48 h. After the cell lysates were collected, the promoter activities were examined using a dual luciferase reporter assay detection kit (Promega, USA). Subsequently, firefly luciferase activity was normalized to the corresponding Renilla luciferase activity.

### Lipid peroxidation assay

Cells were seeded into a 6-well plate, treated with drugs for 3 h, and incubated with 5 μM C11-BODIPY (Thermo Fisher Scientific, USA) in the dark for 30 min at 37 °C. Then, the cells were harvested, resuspended in PBS, and analyzed using an ACEA NovoCyte flow cytometer. For xenograft tissues, we used collagenase to isolate individual cells and performed follow-up experiments.

### RNA sequencing

RNA-seq was performed by LC-BIO Biotech, Inc. (Hangzhou, China). In brief, total RNA from HCC cells was extracted with TRIzol Reagent, and the RNA was evaluated with a Bioanalyzer 2100 (Agilent, USA). Then, after determining the quality of the RNA samples, a sequencing library was constructed from RNA samples with an RNA integrity number (RIN) > 7.0. RNA-seq was performed on an Illumina NovaSeq™ 6000 system. The sample reads were mapped to the human reference genome using HISAT2 (https://daehwankimlab.github.io/hisat2/). Differentially expressed genes (DEGs) were identified by DESeq2 software with the following criteria: *P* < 0.05 and absolute fold change ≥0.3. GO and KEGG pathway enrichment analyses of the DEGs were performed via the LC Cloud platform (http://www.geneontology.org/, https://www.kegg.jp/kegg/).

### Chromatin immunoprecipitation sequencing

Approximately 2 × 10^7^ ZNF706-overexpressing HCC cells were collected and subjected to ChIP-seq analysis by LC-BIO Biotech. The cells were fixed with 1% formaldehyde for 10 min, 0.125 M glycine was added, and the mixture was incubated for 5 min to terminate the fixation reaction. Then, the cells were lysed to extract the DNA‒protein complexes from the nucleus, and the DNA was fragmented using sonication. Chromatin DNA precipitated with an antibody against HA-ZNF706 was subjected to purification. In-depth whole-genome DNA sequencing was then performed using a NovaSeq 6000 system. The raw sequencing data were filtered by Trimmomatic, mapped to the reference genome via STAR software, and further subjected to peak calling and motif analysis with MACS2 software and HOMER.

### Western blot analysis

Cells were washed with cold phosphate-buffered saline (PBS) and collected with radioimmunoprecipitation assay (RIPA) lysis buffer. The cell lysates were then centrifuged at 4 °C and 12,000 rpm for 15 min, after which a bicinchoninic acid (BCA) protein assay kit (Mishubio, Xian, China) was used to determine the protein concentration. Equal amounts of protein from the cell lysates were separated on 10% sodium dodecyl sulfate (SDS)-polyacrylamide gels and transferred onto nitrocellulose membranes. The membranes were incubated with primary antibodies at 4 °C overnight. Following incubation with secondary antibodies at room temperature for 1 h, protein signals were visualized with an enhanced chemiluminescence (ECL) kit (Mishubio, Xian, China).

### Antibodies and reagents

The following antibodies were used in this study: anti-HA (1:1000, Cell Signaling Technology, #3724), anti-SLC7A11 (1:1000, Affinity, #12509), anti-β-actin (1:2000, Sigma‒Aldrich, #1978), anti-MYC (1:2000, Abcam, #32072), and anti-4HNE (1:300, Biorbyt, #100588). A polyclonal antibody against ZNF706 was produced by Bioworld Technology (Nanjing, China) according to standard procedures, as follows. In brief, experimental animals were immunized with peptide-coupled carrier proteins as complete antigens, and antibodies were then isolated from positive animal serum using affinity chromatography. Erastin and JQ1 were obtained from Selleck (Houston, USA).

### Mouse xenograft assay

All 5-week-old male nude mice were purchased from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). Then, 5 × 10^6^ SNU-739 cells were suspended in Matrigel (Corning, USA) and injected into subcutaneous tissue. After 7 days, an electronic caliper was used to measure the tumor size. The tumor volume was calculated according to the following equation: tumor volume (mm^3^) = (tumor length) × (tumor width)^2^/2. After 27 days, the mice were sacrificed, and the tumors were excised and weighed. The use of animal models in this study was approved by the Institutional Animal Care and Use Committee of Fourth Military Medical University.

### Statistical analysis

The data are presented in this study as the means ± standard deviations (SDs). According to the type of experiment, the significance of differences was analyzed by 2-tailed Student’s *t*-test or one-way analysis of variance (ANOVA) using GraphPad Prism 8. Correlations among ZNF706, MYC, and SLC7A11 expression were evaluated by linear regression analysis. A *P* value less than 0.05 was considered to indicate statistical significance. The statistical details are shown in the figure legends.

## Supplementary information

Supplementary materials

Original Data File

## Data Availability

The raw RNA-seq and the ChIP-seq data and processed expression matrix were uploaded to the GEO database under the accession numbers GSE246330 and GSE246331, respectively.

# Supplementary material for: A novel MYC-ZNF706-SLC7A11 regulatory circuit contributes to cancer progression and redox balance in human hepatocellular carcinoma
**Source:** Cell Death Differ. 2024 Jun 11;31(10):1333–48. doi: 10.1038/s41418-024-01324-3
**Supplement:** Supplementary file 1 — Supplementary materials

**Supplementary Figure 1. ZNF706 is up-regulated in human HCC and predicts poor prognosis of HCC patients**

A, B. Representative images of the distribution of ZNF706 were shown by immunofluorescent imaging in SNU-739 and LM3 cells. Scale bars: 50 μm. C. The location of ZNF706 was analyzed by nucleocytoplasmic separation experiment in SNU-739 cells. D. ZNF706 antibody was prepared according to the requirements of antibody design.

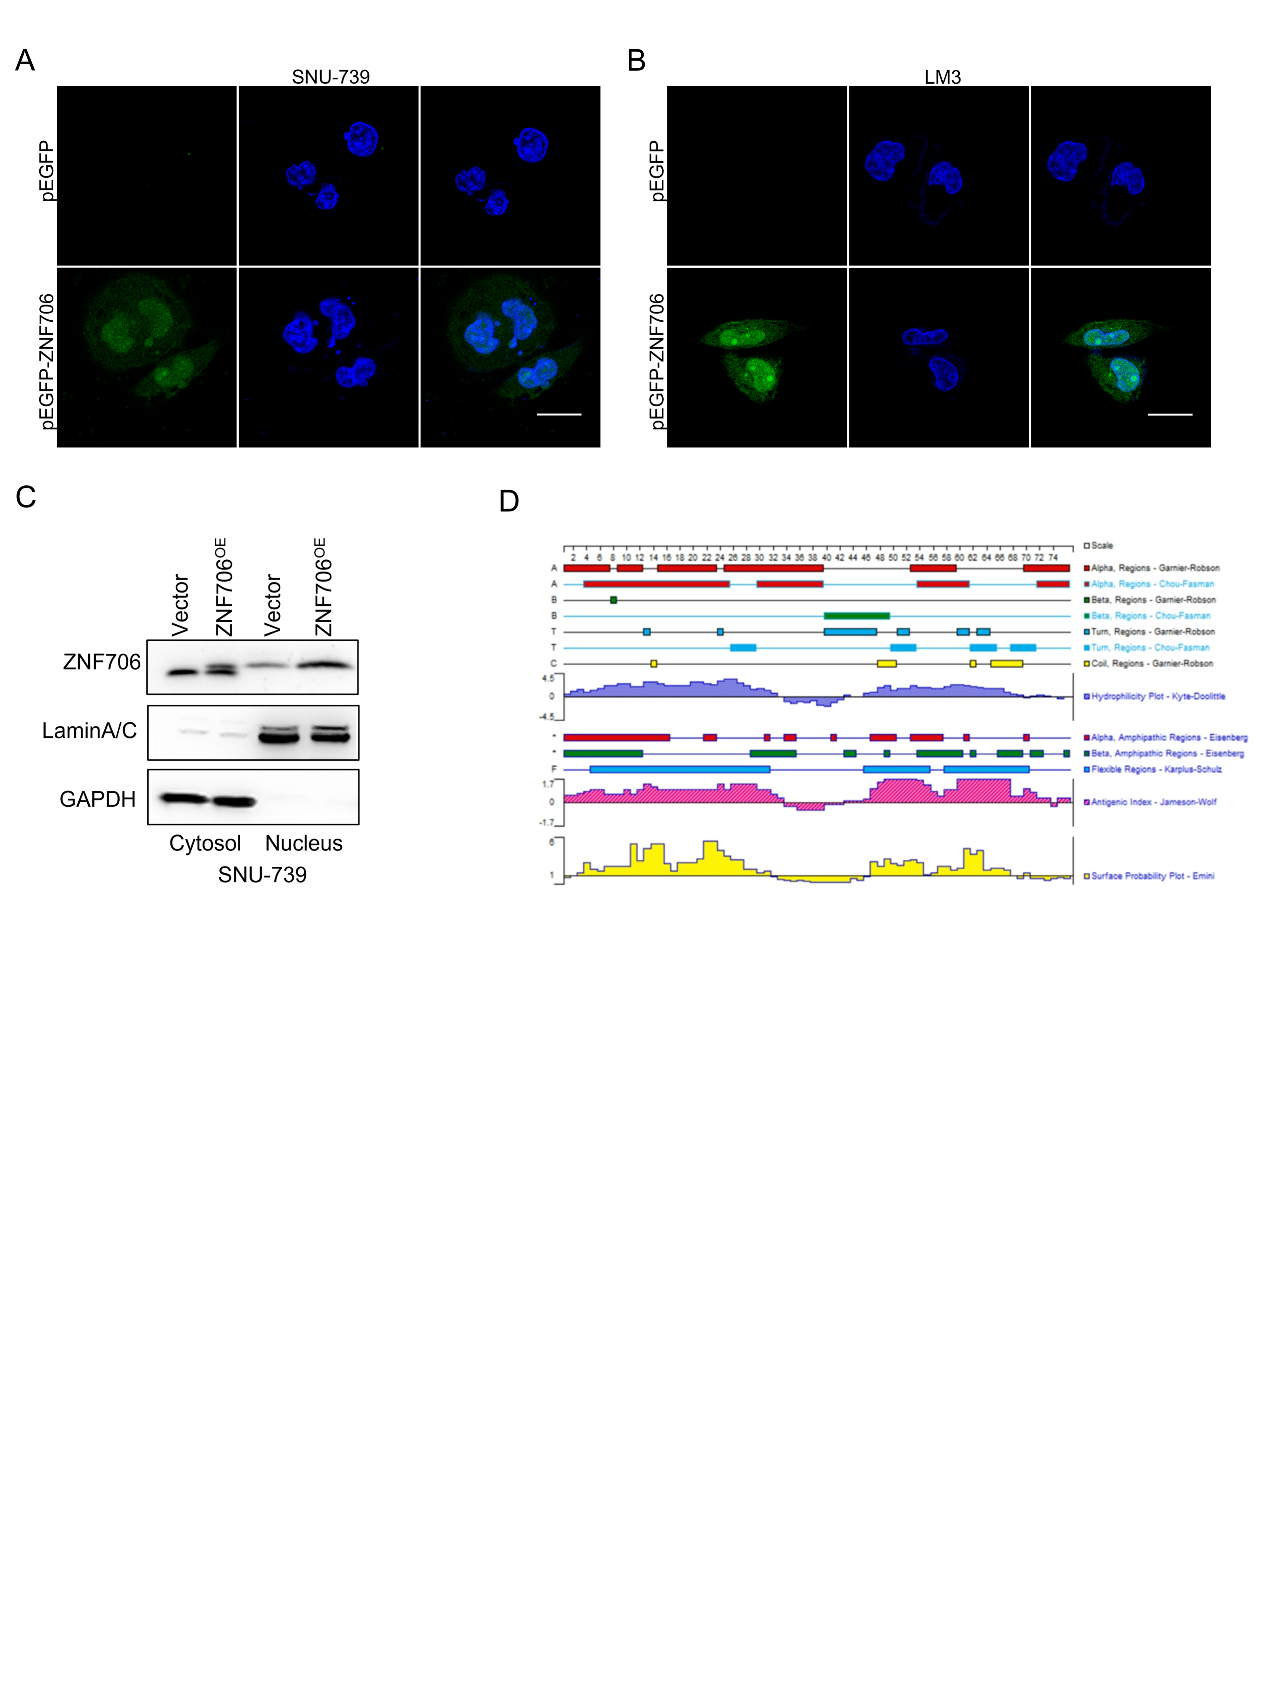

**Supplementary Figure 2. ZNF706 knockdown inhibits human HCC cells proliferation**

A. Western blot measured the levels of ZNF706 expression in SNU-739 and BEL-7404 cells with ZNF706 knockdown. B. Real-time PCR analysis of ZNF706 expression in SNU-739, BEL-7404, SNU-368 and LM3 cells. C. The mRNA expression of ZNF706 was examined in HCC cells with ZNF706 overexpression. D. Cell counting-8 kit (CCK-8) assay was used to examine the proliferative abilities of stably depleted ZNF706 cells. E, F. The proliferative abilities of stably depleted ZNF706 HCC cells were measured by plate clone assay and soft agar assay. Scale bars: 150 μm. G. Representative images of immunohistochemical staining of ZNF706 in xenograft tumors. Scale bars: 20 μm. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

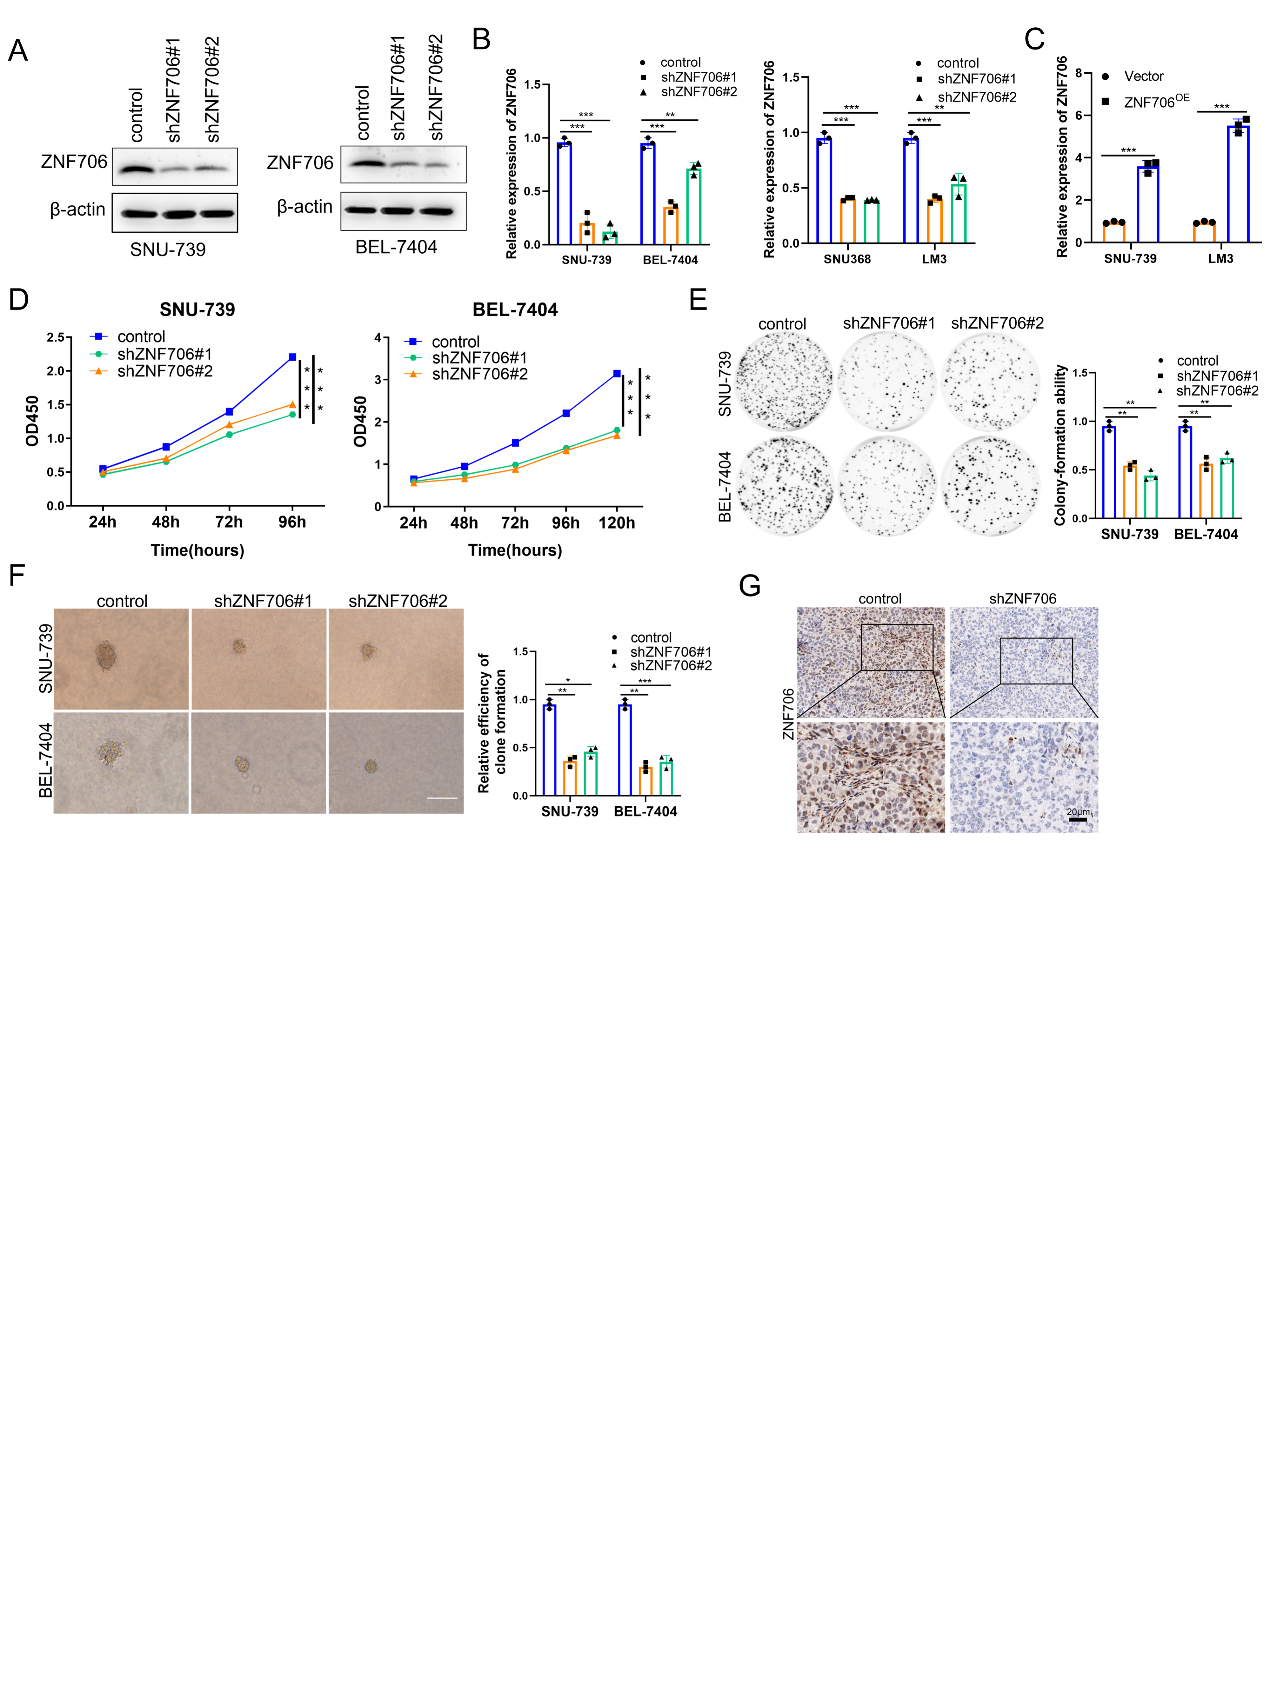

**Supplementary Figure 3. ZNF706 facilitates HCC progression through regulating SLC7A11 expression**

A. Go enrichment analysis displayed multiple biological processes by RNA-seq in LM3-shZNF706 vs LM3-control cells. B. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed enriched pathway related to ZNF706 by RNA-seq. C. Heatmap of RNA-seq depicted the levels of the most differentially expressed genes in ZNF706-associated ferroptosis pathway. D, F. qRT‒PCR assays were used to determine the levels of ferroptosis-related genes in SNU-739 and LM3 cells with ZNF706 knockdown. E. Gene set enrichment analysis showed the enrichment of gene sets related to ferroptosis pathway. G. Levels of SLC7A11 were examined in SNU-739 and LM3 cells with ZNF706 overexpression. H. High expression of SLC7A11 was associated with poor prognosis in liver cancer from TCGA database. I. The expression of ZNF706 was positive correlation with the expression of SLC7A11. Ns, nonsignificant, Ns, nonsignificant, **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

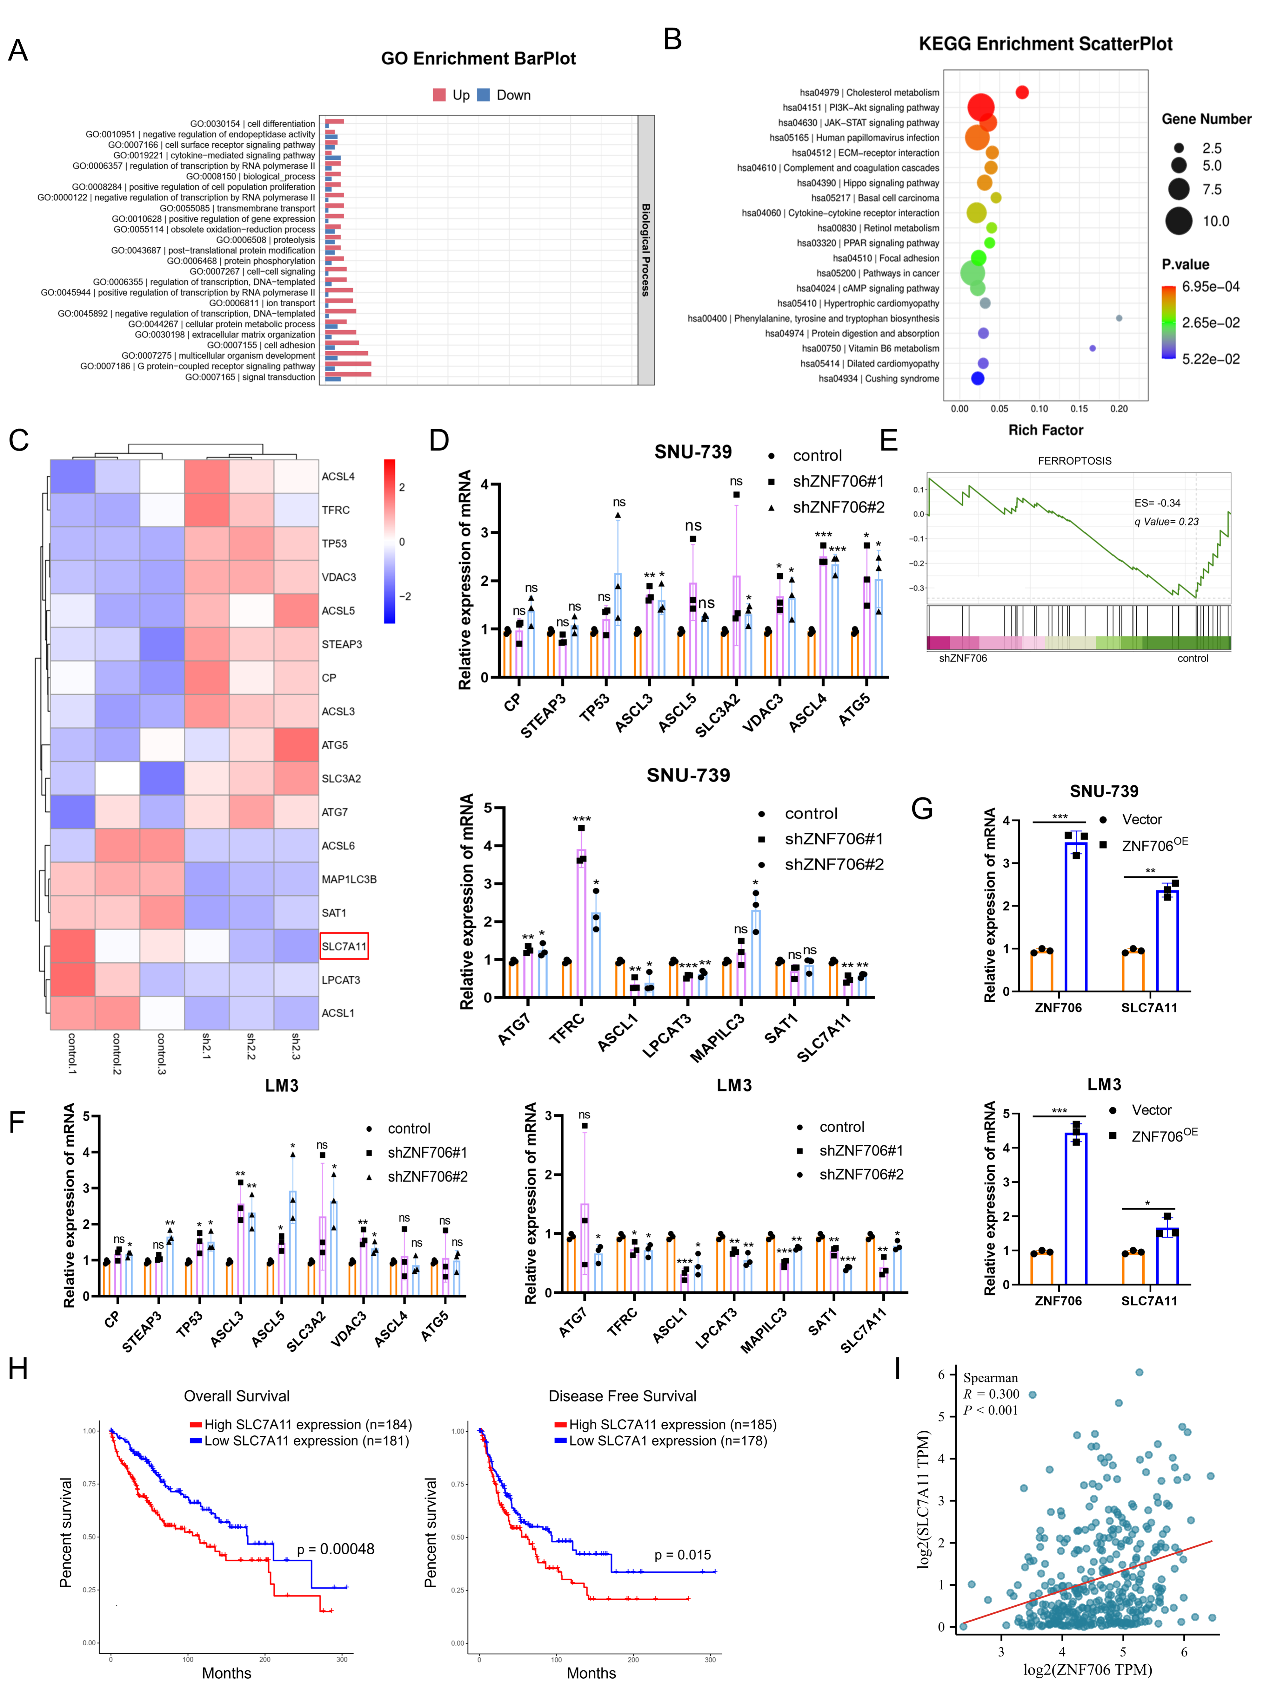

**Supplementary Figure 4. Knockdown of ZNF706 and SLC7A11 deterred HCC cell proliferation**

A, B. The protein and mRNA levels of ZNF706 and SLC7A11 were measured in ZNF706-knockdown HCC cells with siRNA targeting SLC7A11 knockdown. C, D. CCK-8, and colony formation assays were performed to examine the proliferative abilities of ZNF706 and SLC7A11 knockdown in SNU-739 and LM3 cells. E, F. The protein and mRNA levels of SLC7A11 and ZNF706 were measured in ZNF706-depleted SNU-739 and LM3 cells with SLC7A11 reexpression. G. Soft agar assay was applied to measure the proliferative ability in ZNF706-knockdown SNU-739 and LM3 cells with SLC7A11 overexpression. Scale bars: 150 μm. H. Representative images of immunohistochemical staining of ZNF706 and SLC7A11 proteins in xenograft tumors. Scale bars: 20 μm. Ns, nonsignificant, **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

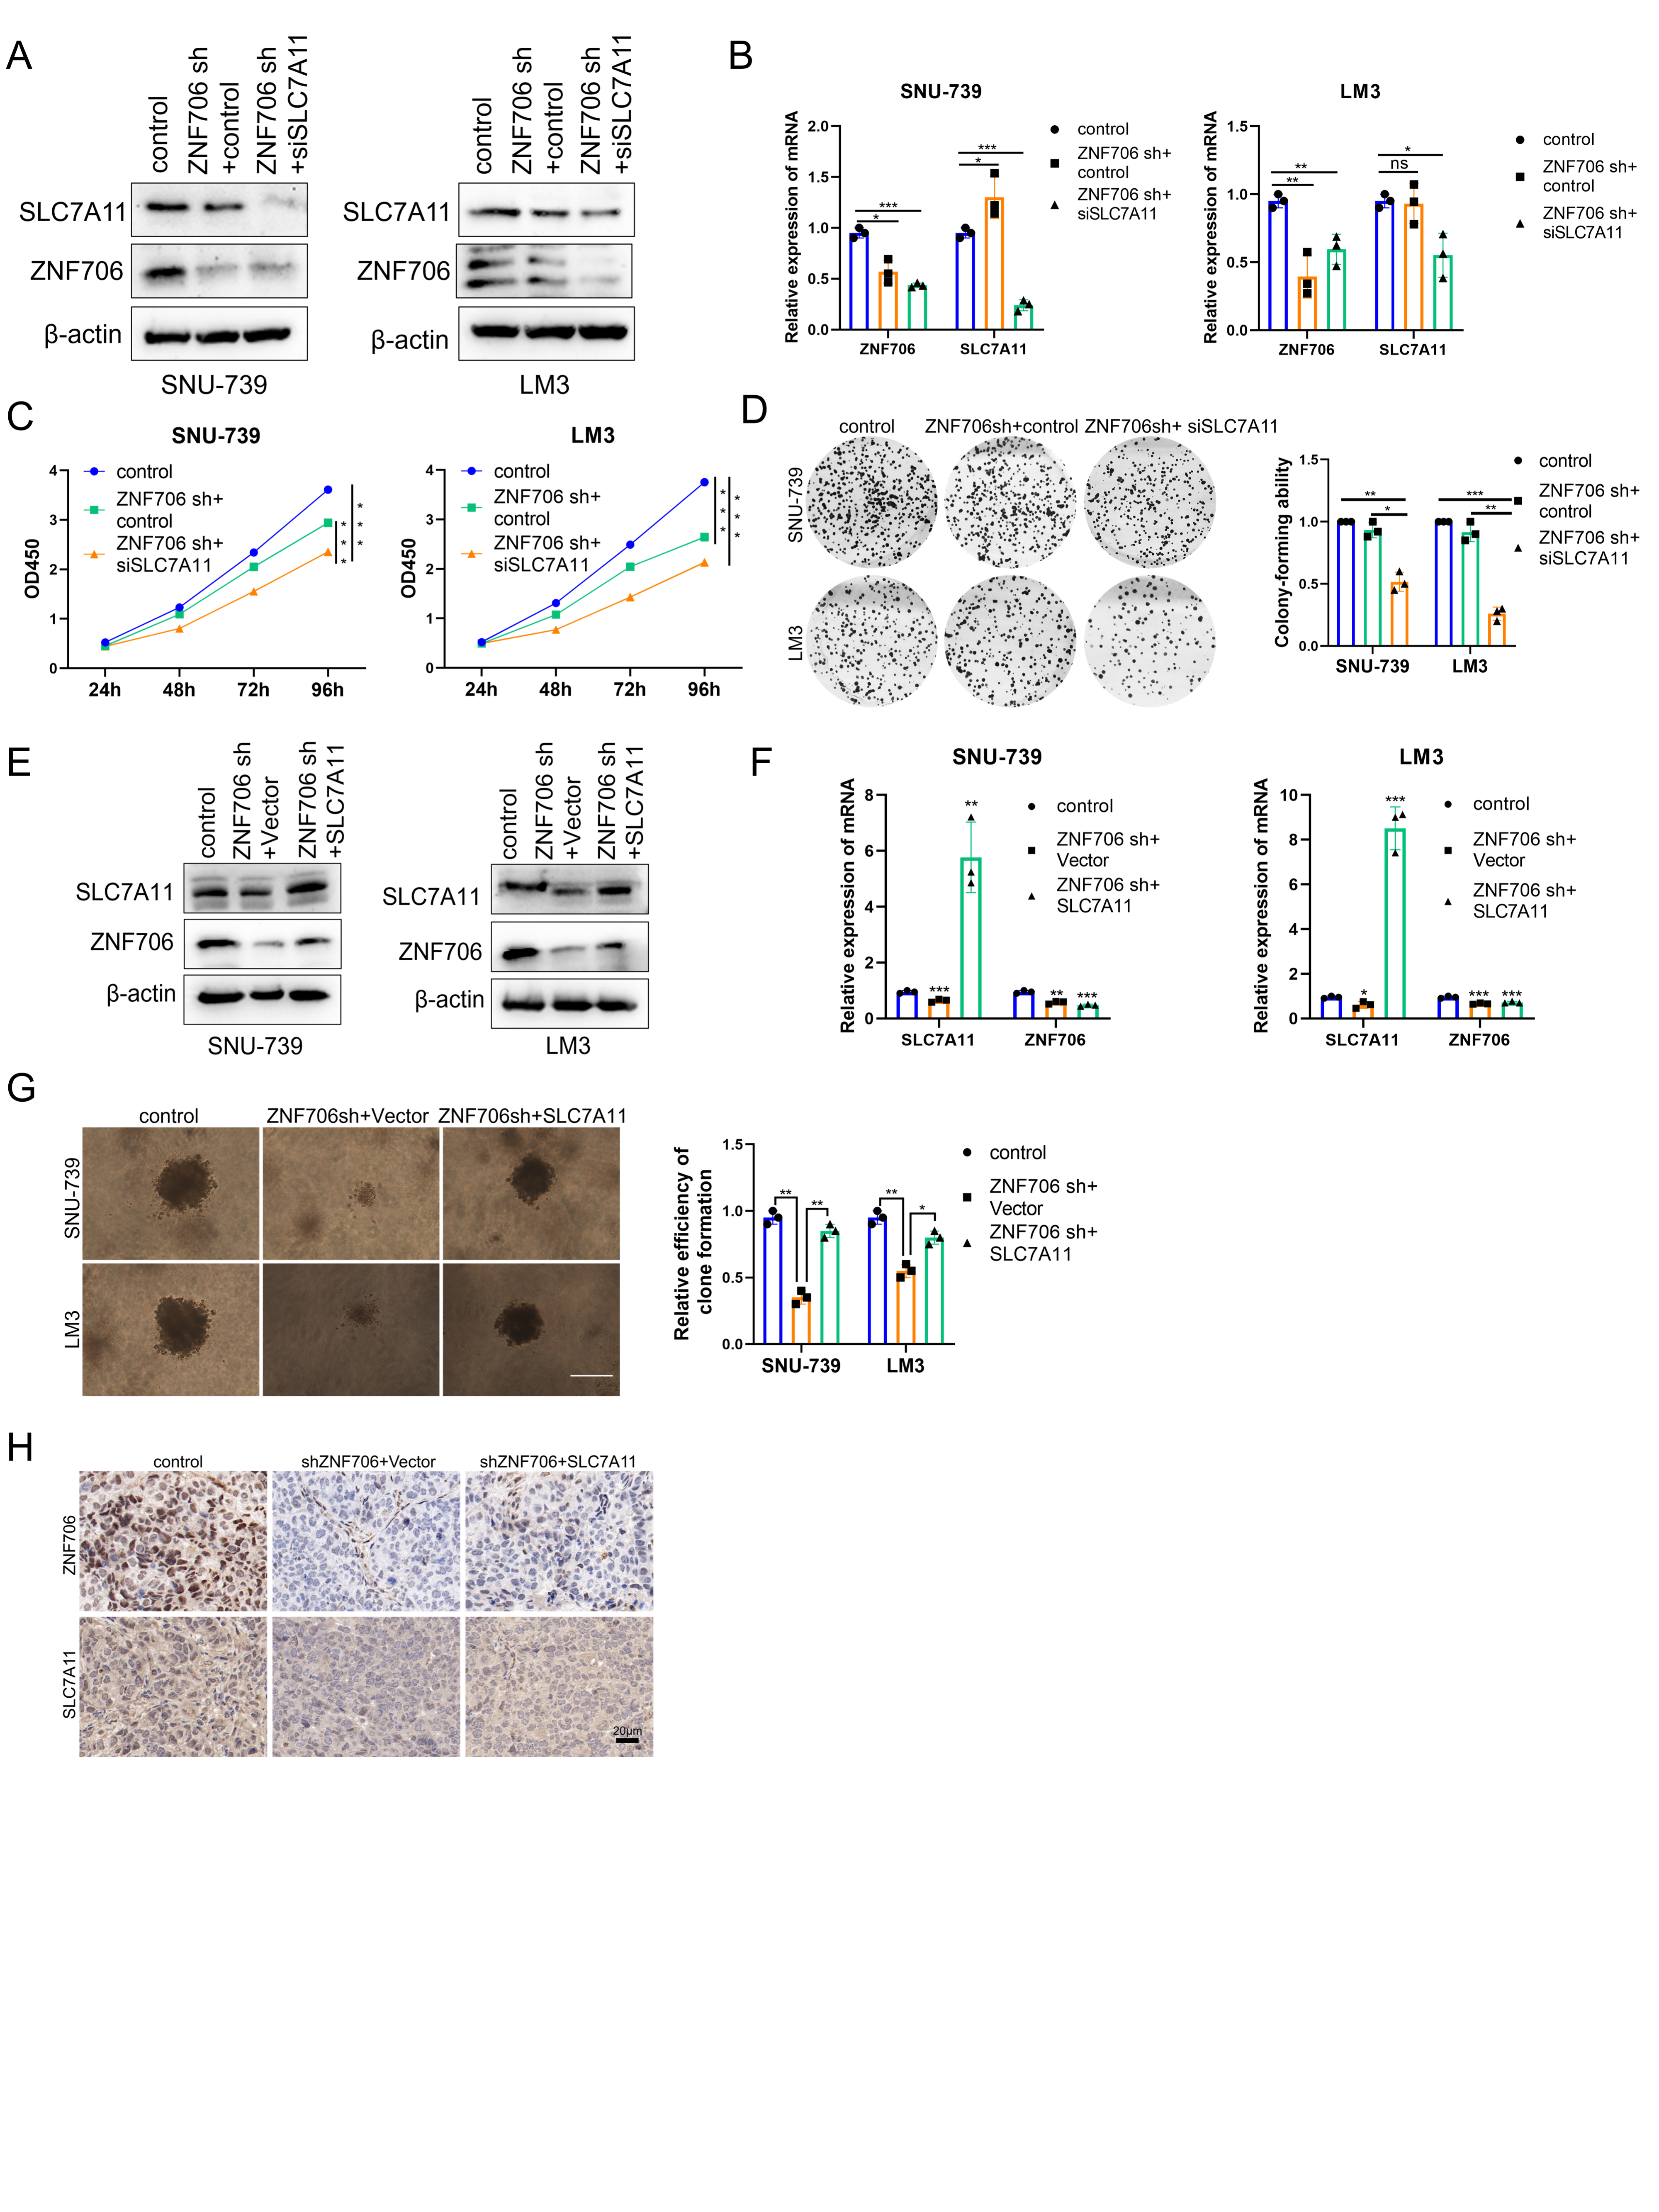

**Supplementary Figure 5. Knockdown of MYC facilitated ferroptosis response**

A, B. SNU-739 and LM3 cells treating with JQ1 to inhibit MYC expression examined lipid peroxidation and cell death by flow cytometry. C. The levels of GSH were measured after treatment with erastin in HCC cells using JQ1 to inhibit MYC expression. D. MYC-overexpressed SNU-739 and LM3 cells examined the expression of GSH after treatment with erastin. E. Western blot assays were performed to examine the levels of MYC, ZNF706 and SLC7A11 in MYC-knockdown SNU-739 and LM3 cells with ZNF706 reexpression. F. Real-time PCR assay was determined to measure the expression of MYC, ZNF706 and SLC7A11 in MYC-knockdown SNU-739 and LM3 cells with ZNF706 reexpression. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

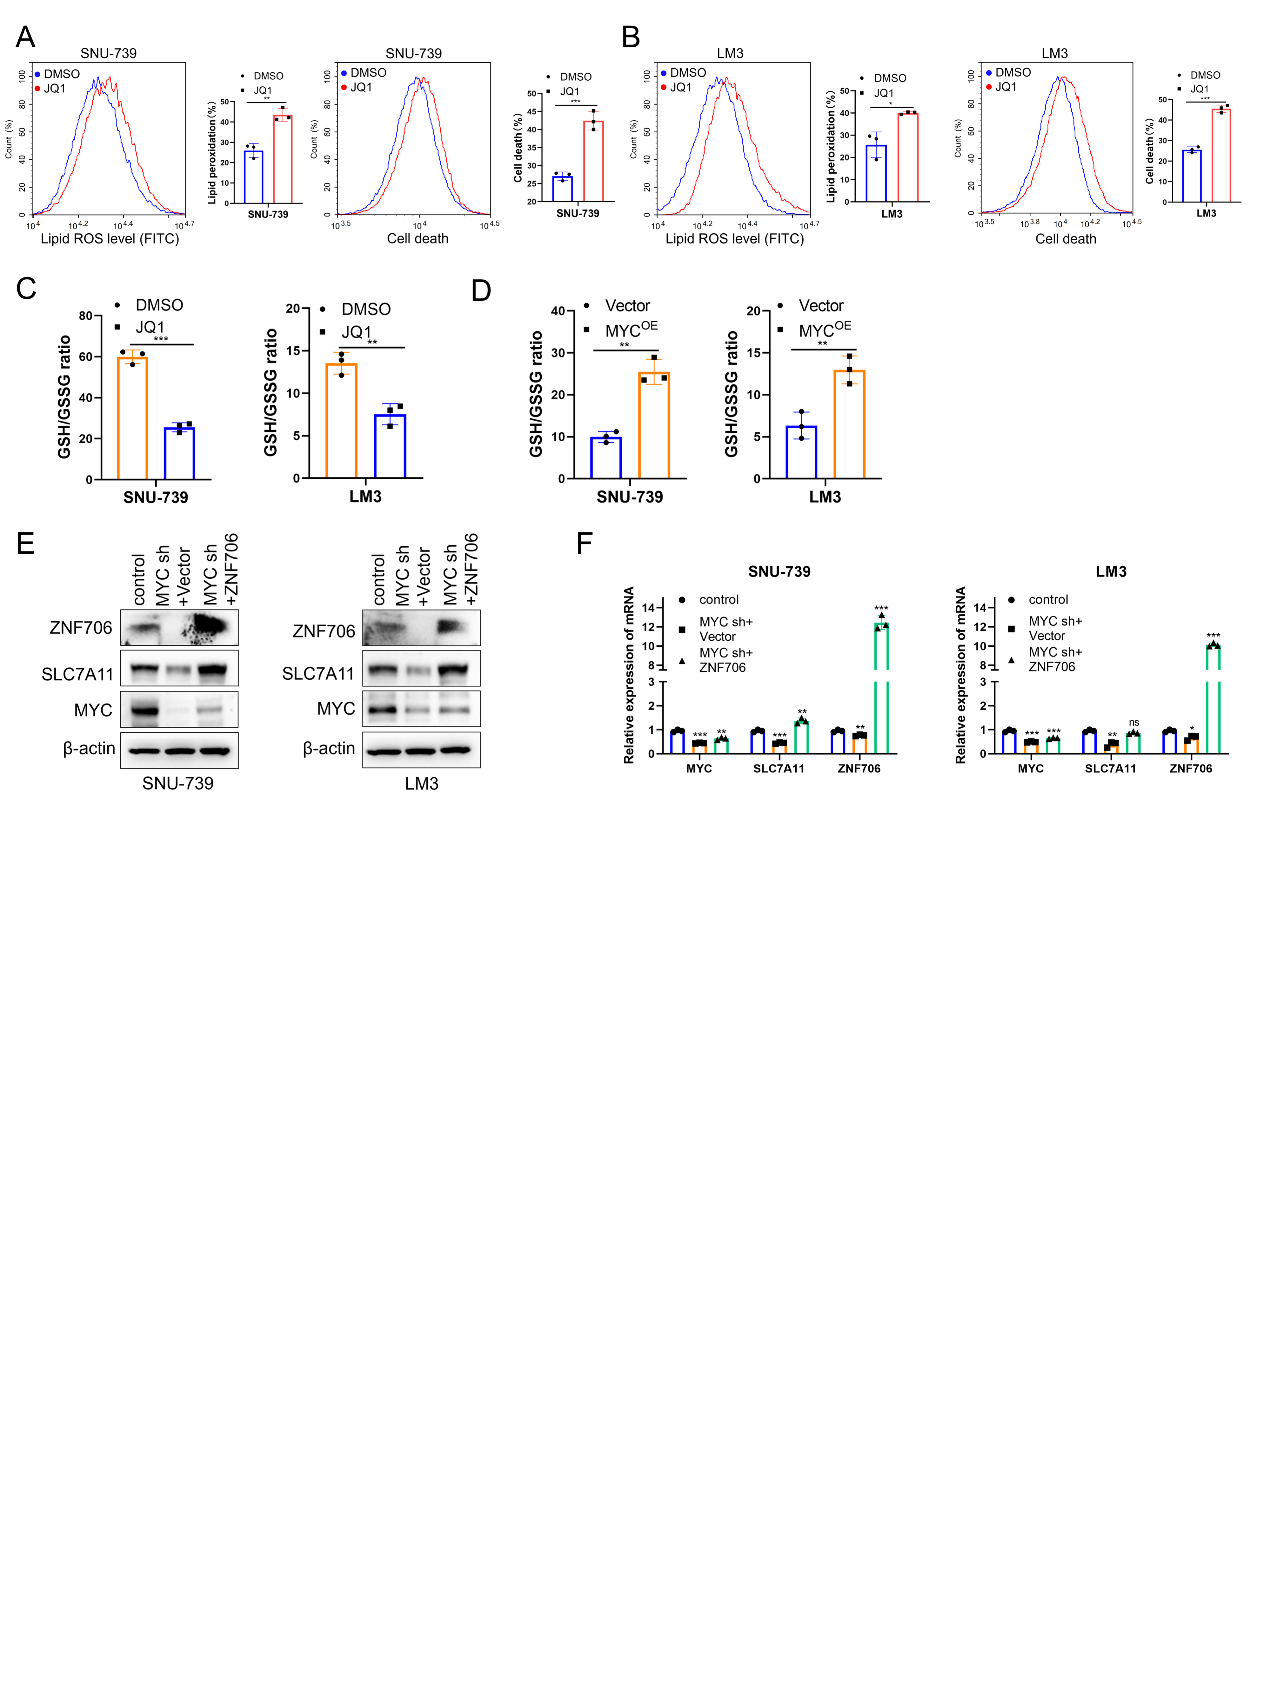

**Supplementary Figure 6. ZNF706 and MYC knockdown reduced HCC cell proliferation**

A, B. The protein and mRNA levels of ZNF706 and MYC were measured in ZNF706-knockdown HCC cells with siRNA targeting MYC knockdown. C, D. CCK-8, and colony formation assays were performed to measure the proliferative abilities of ZNF706 and MYC knockdown in HCC cells. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

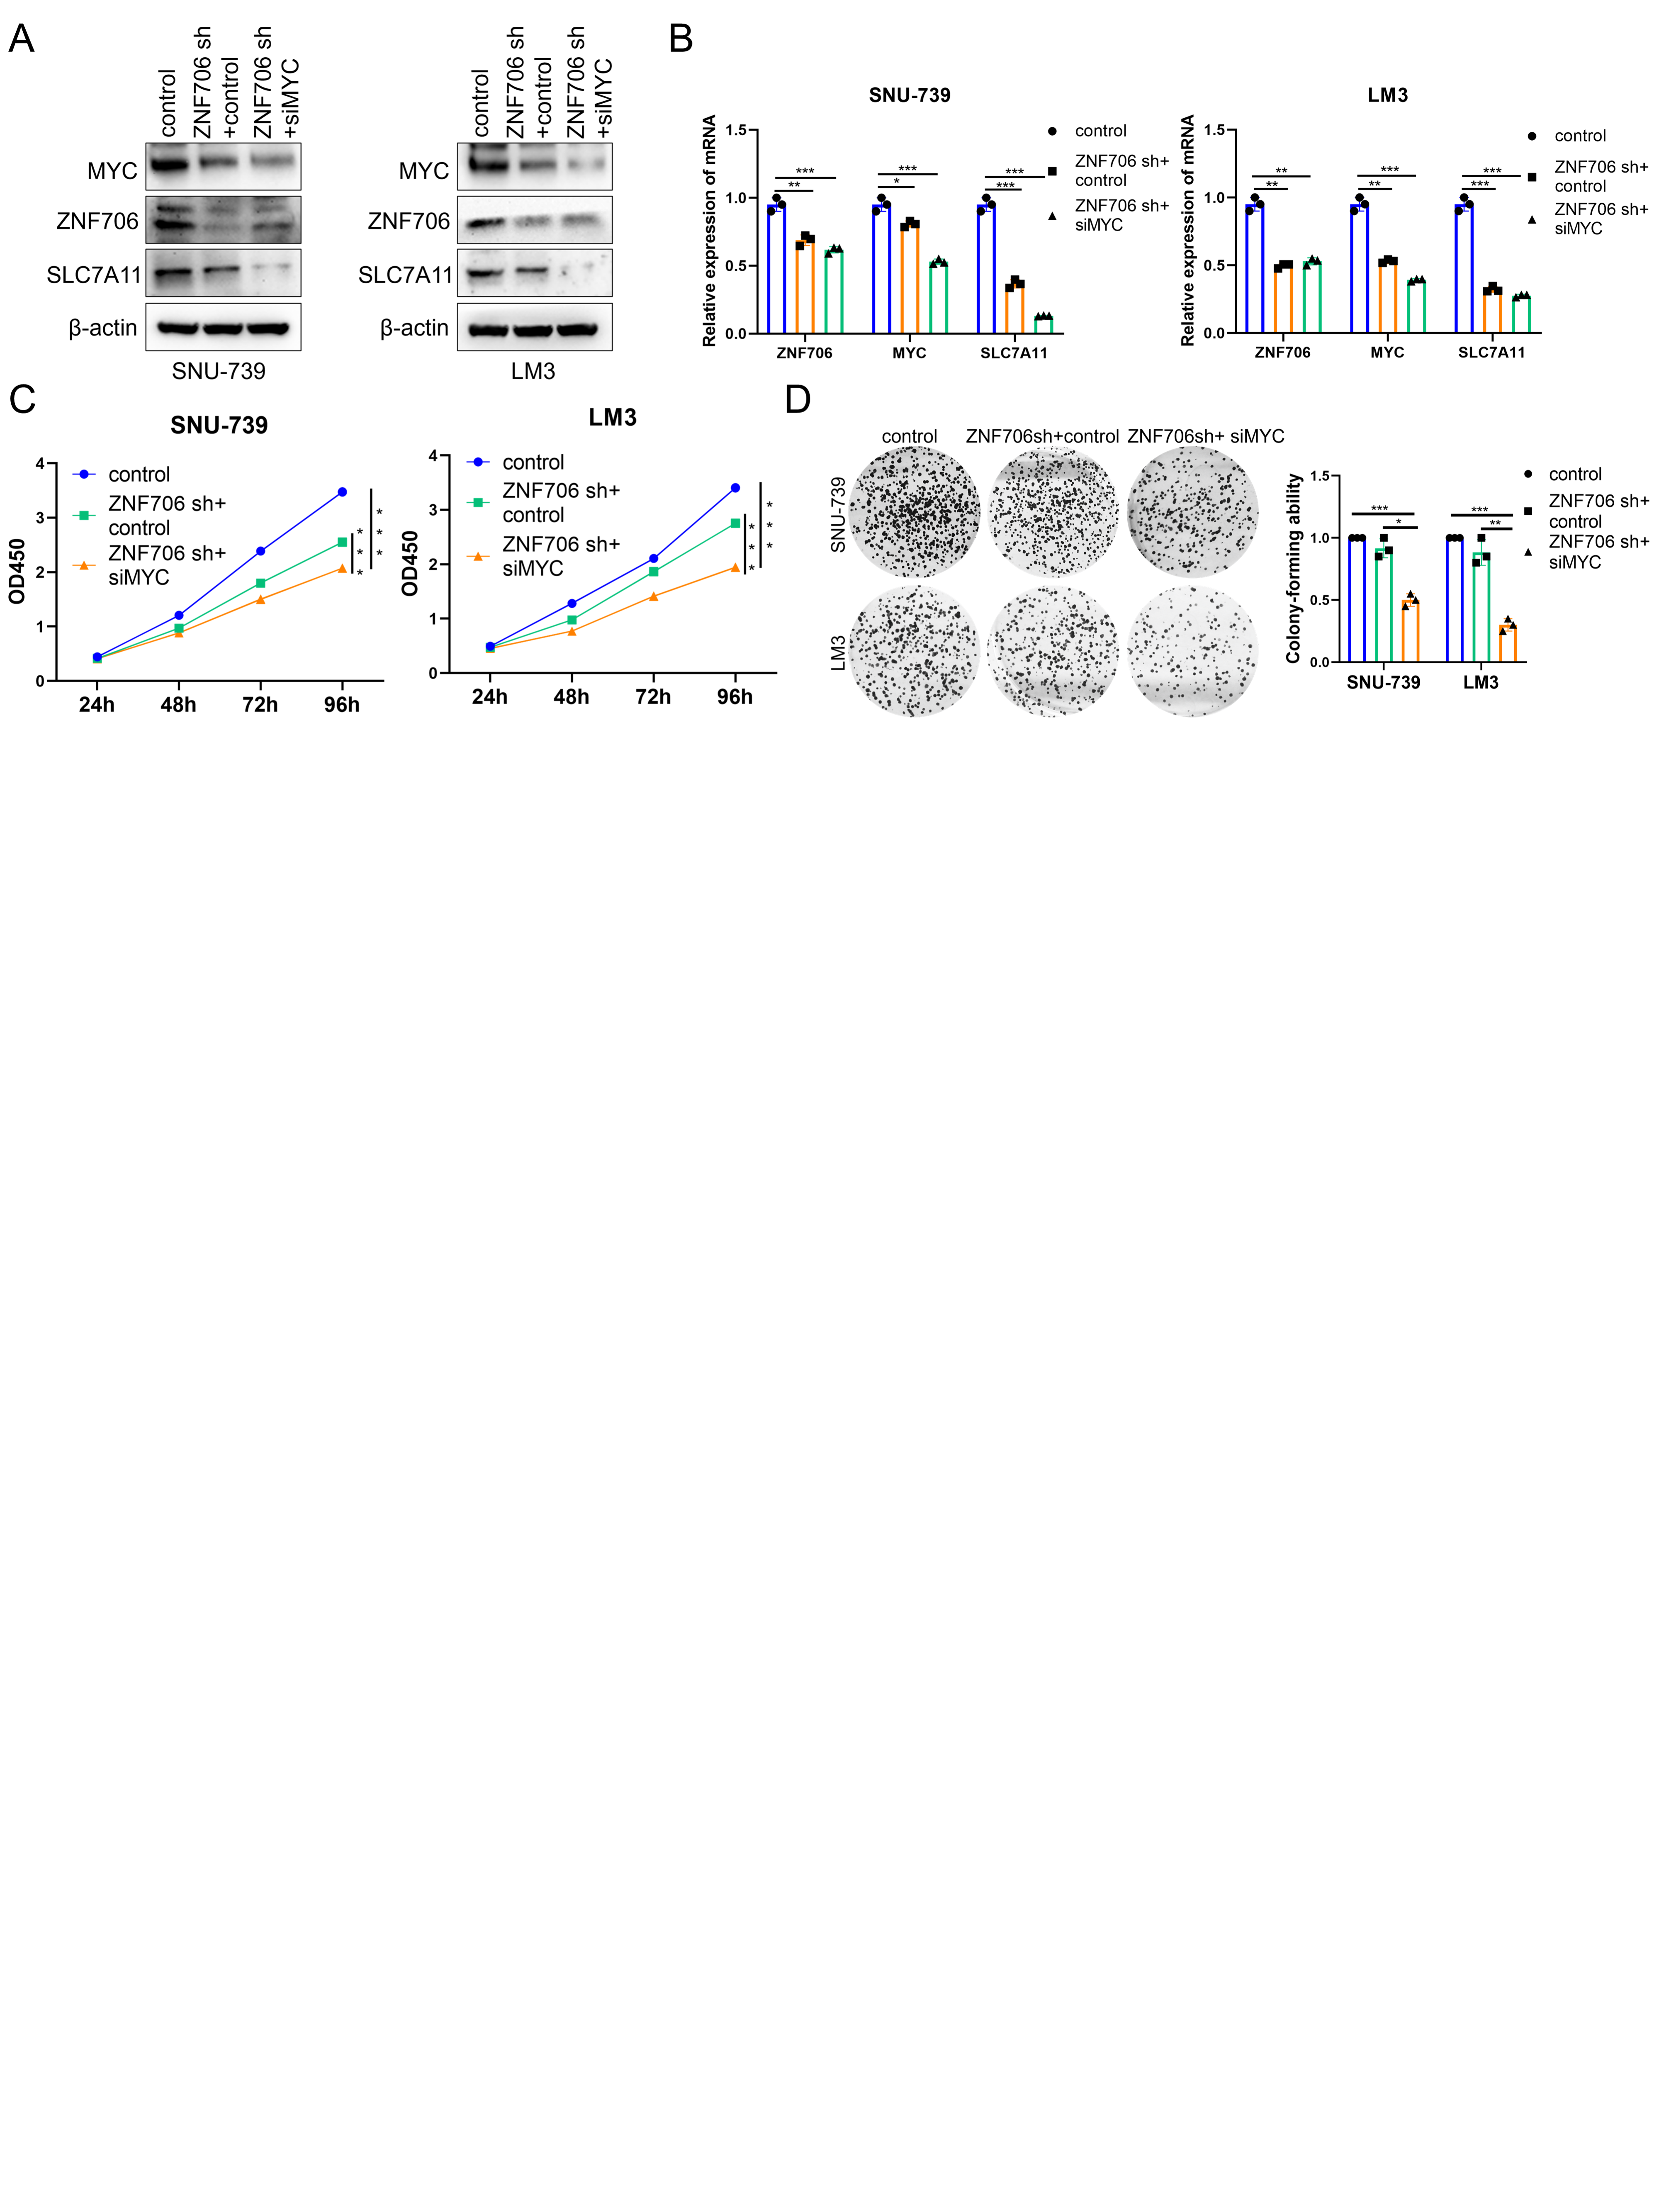

**Supplementary Figure 7 ZNF706 knockdown sensitizes HCC cells to Sorafenib**

A, B. Representative images of ZNF706-depleted SNU-739 and LM3 cells after treatment with Sorafenib were shown. C, D. Lipid peroxidation was measured by flow cytometry after treatment with Sorafenib in ZNF706-knockdown SNU-739 and LM3 cells. E, F. Lipid peroxidation was measured by flow cytometry after treatment with Sorafenib in ZNF706-overexpressed SNU-739 and LM3 cells. ***P* < 0.01, ****P* < 0.001.

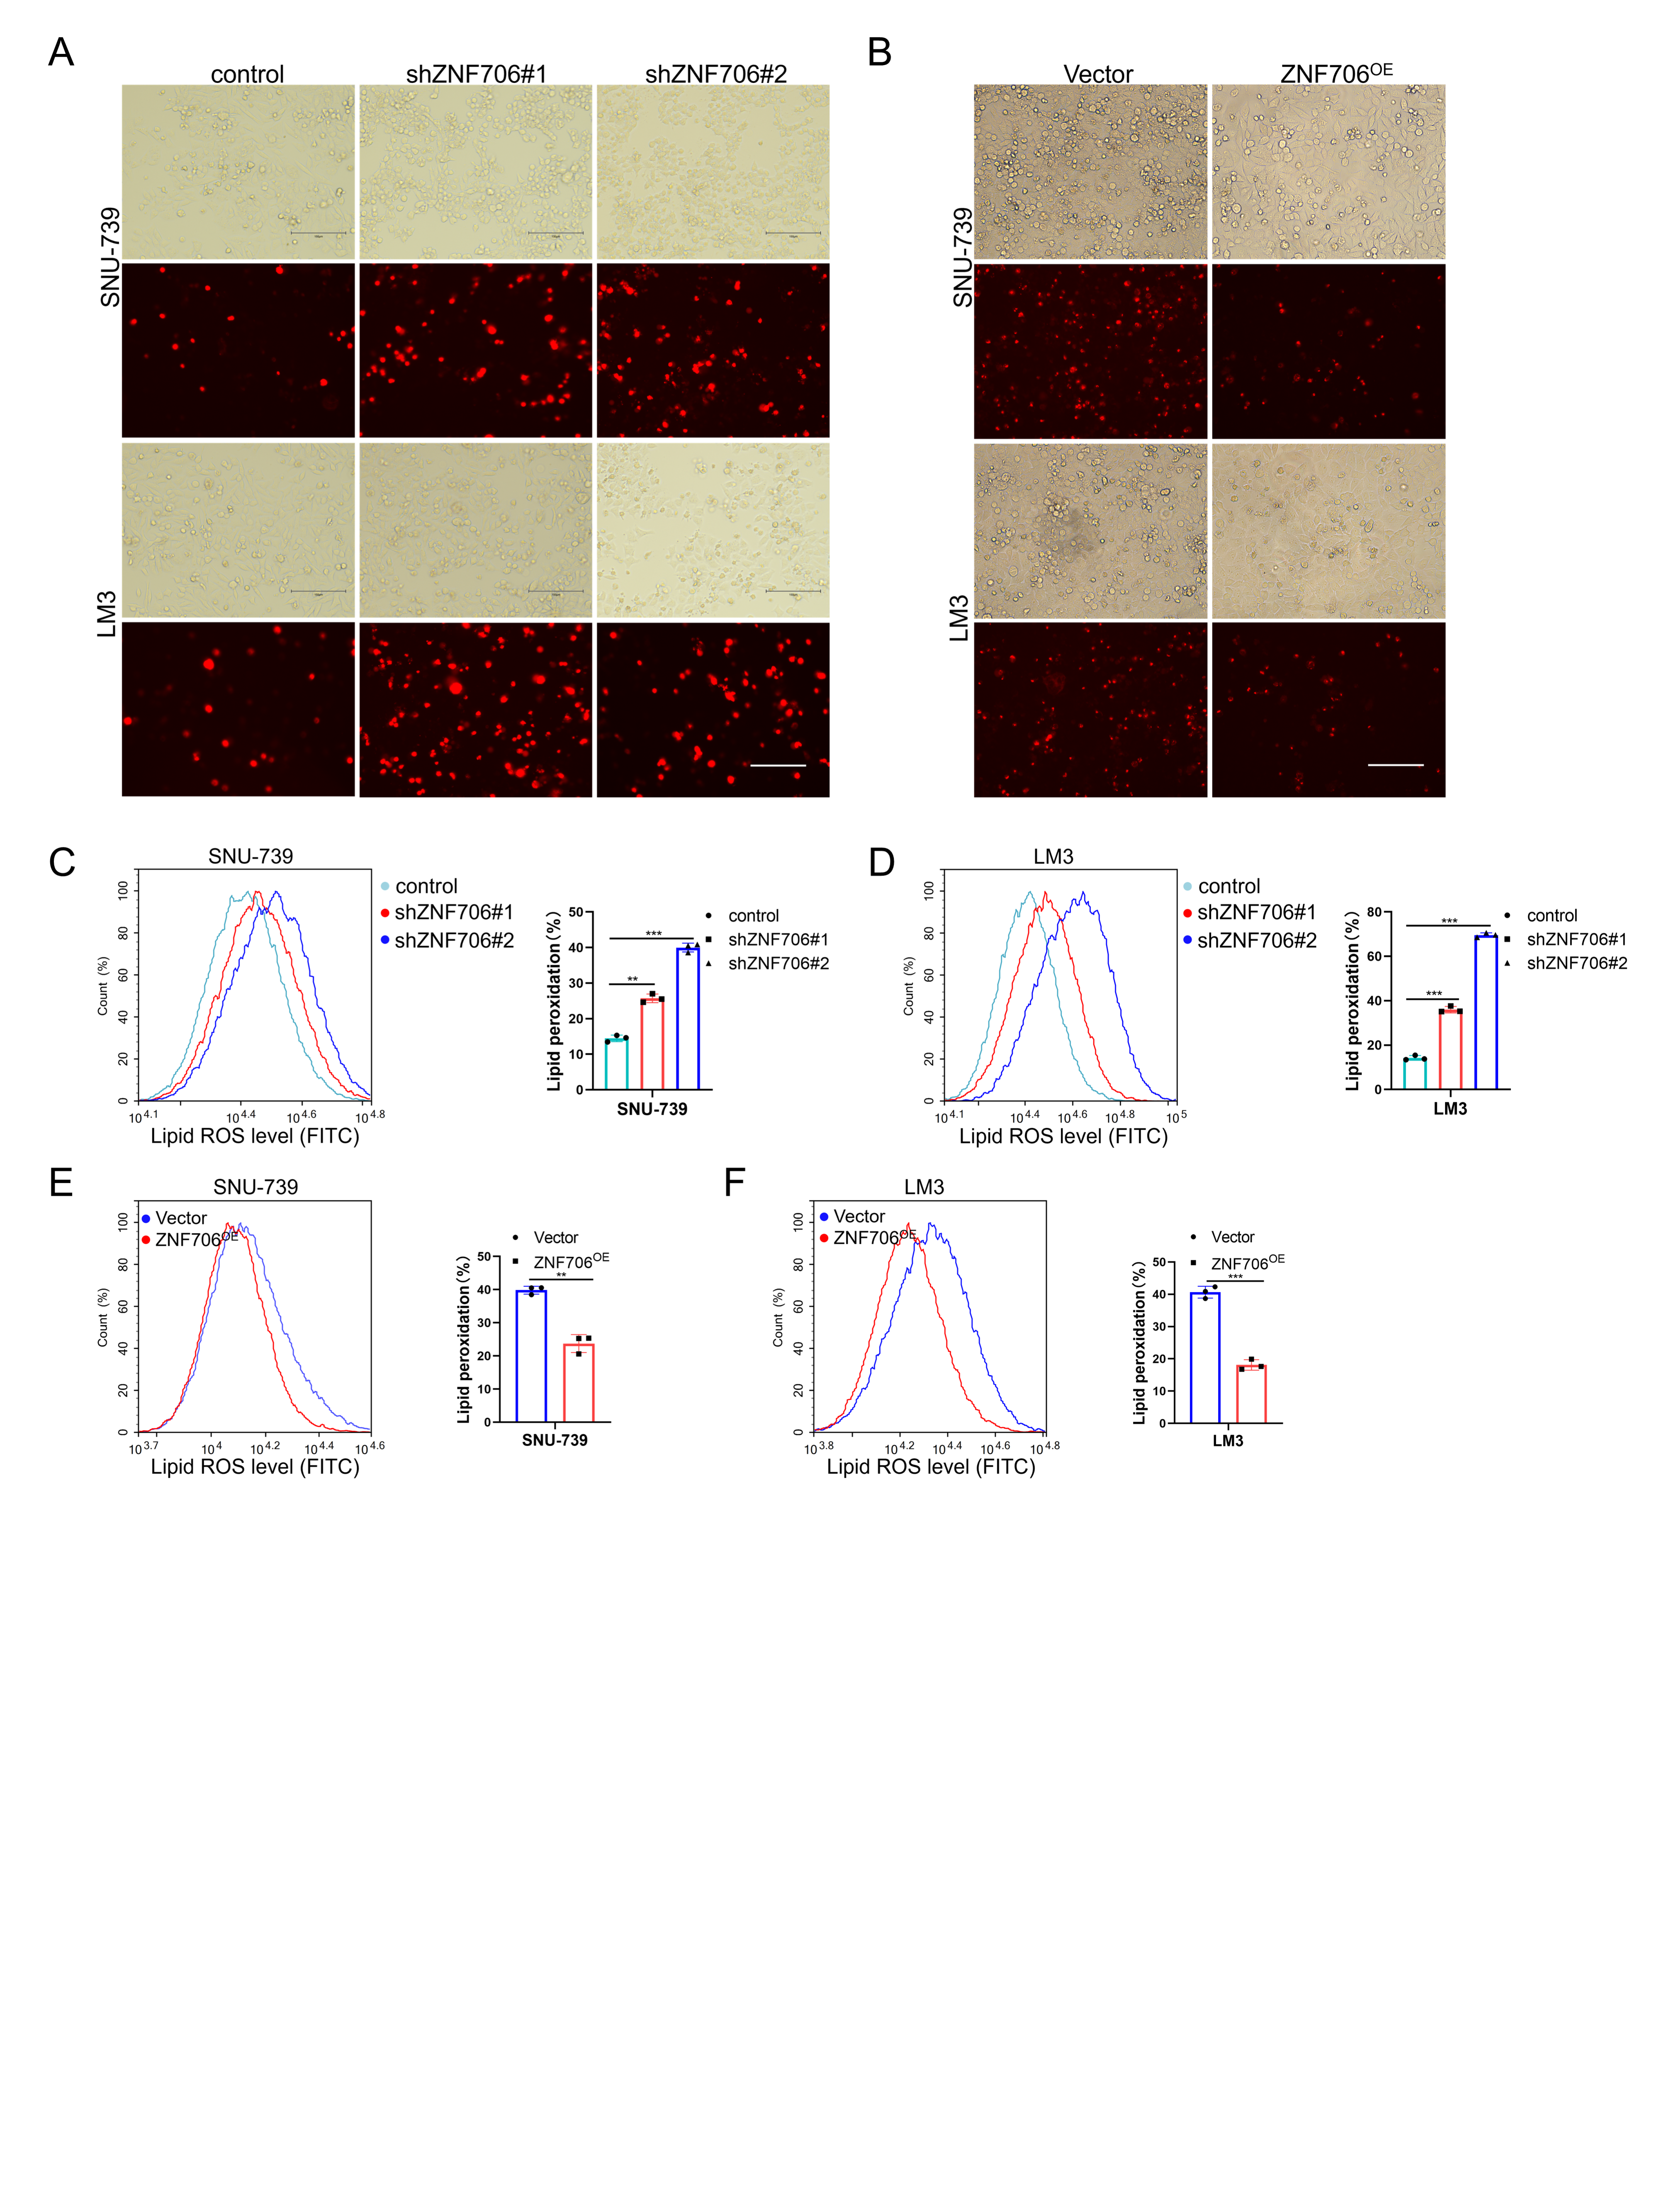

**Supplementary** **Materials and methods**

**Table S1. Primers used for generation of DNA constructs**

| **DNA construct** | **Primer sequences** | |
| --- | --- | --- |
| pCDH-ZNF706 | Forward primer | GAATTCATCGTAAGGGTGGACAA |
|  | Reverse primer | CTCGAGAGCTCTCAACCCCTGCA |
| pCDH-MYC | Forward primer | CTGGATTTTTTTCGGGTAGTGGAA |
|  | Reverse primer | TTACGCACAAGAGTTCCGTAG |
| pLVX-SLC7A11 | Forward primer | ATGGTCAGAAAGCCTGTT |
|  | Reverse primer | TCATAACTTATCTTCTTCTGGT |
| pGL3-enhancer-ZNF706 | Forward primer | CATTGTTTGGTGGGAATGGG |
|  | Reverse primer | ATCTAAAAACAGAAGGTGAAGC |
| pGL3-enhancer-ZNF706 MUT | Forward primer | TGTATTAGGCTCATATGCTA |
|  | Reverse primer | AGGGTAGCATATGAGCCTAA |
| pGL3-enhancer-SLC7A11 | Forward primer | TTCTTTCCCTGCCAACCTCT |
|  | Reverse primer | GTAGGAAGCAATTTGAGGGT |
| pGL3-enhancer-SLC7A11-MUT | Forward primer | GGCAGGAGATAATGCAGCTG |
|  | Reverse primer | CTTCAGCTGCATTATCTCCT |

**Table S2. Primers used for qRT‒PCR analysis**

| **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| ZNF706 | ACAAGGACATGACCAAAAGGC | GGAAGTGGAGTCTTAGGATGCTT |
| MYC | GGCTCCTGGCAAAAGGTCA | CTGCGTAGTTGTGCTGATGT |
| SLC7A11 | CCCACATTTCCTTCTTATCAACAG | GGCATCTCTCGCTTCATCTT |
| β-actin | CGGCACCACCATGTACCCTG | ACACGGAGTACTTGCGCTCA |
| CP | GGGCCATCTACCCTGATAACA | TTAAAGGTCCGATGAGTCCTGA |
| STEAP3 | CTCCCCGGAGGTCATCTTTG | TCTTGCTCTGTAGGGTTGCTC |
| TP53 | CAGCACATGACGGAGGTTGT | TCATCCAAATACTCCACACGC |
| ACSL3 | GCCGAGTGGATGATAGCTGC | ATGGCTGGACCTCCTAGAGTG |
| ACSL5 | CTCAACCCGTCTTACCTCTTCT | GCAGCAACTTGTTAGGTCATTG |
| SLC3A2 | TGAATGAGTTAGAGCCCGAGA | GTCTTCCGCCACCTTGATCTT |
| VDAC3 | TTGTACCGAACACAGGAAAGAAG | CCCAGCCATAGATGGTTGGTC |
| ACSL4 | CATCCCTGGAGCAGATACTCT | TCACTTAGGATTTCCCTGGTCC |
| ATG5 | AAAGATGTGCTTCGAGATGTGT | CACTTTGTCAGTTACCAACGTCA |
| ATG7 | CAGTTTGCCCCTTTTAGTAGTGC | CCAGCCGATACTCGTTCAGC |
| TFRC | ACCATTGTCATATACCCGGTTCA | CAATAGCCCAAGTAGCCAATCAT |
| ACSL1 | CCATGAGCTGTTCCGGTATTT | CCGAAGCCCATAAGCGTGTT |
| LPCAT3 | GGAGCTGAGCCTTAACAAGTT | CAAAGCAAAGGGGTAACCCAG |
| MAP1LC3B | GATGTCCGACTTATTCGAGAGC | TTGAGCTGTAAGCGCCTTCTA |
| SAT1 | ACCCGTGGATTGGCAAGTTAT | TGCAACCTGGCTTAGATTCTTC |

How the deposited data were processed for this re-analysis (not part of the article)

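RNA-seq of LM3 cells, an established HCC cell line, was analysed in 3 vector control samples and 3 samples with stable ZNF706 knockdown. The authors mapped the reads with HISAT2 and deposited a single table with raw counts per gene and FPKM values per gene for each sample. The deposited counts are whole numbers without normalization, and the FPKM values were divided by gene length and library size by the authors. The paper's text does not name the counting program, its handling of strand or the annotation release. All per-sample columns carried a sample's title.

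The table holds 33007 genes, of which 1688 had no count in any sample. The total counts per sample were between 62684076 and 64713764 in the control group and between 65861994 and 69057423 in the knockdown group. At this depth a group with at most 3 counts in each sample was treated as at the floor, and folds against it are given as lower bounds. Such floors cover counting error only.

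From the counts, genes were filtered with filterByExpr, scaled by TMM and tested with glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over 18390 genes. The model had a term for the group only. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The paper's criteria, a p below 0.05 and an absolute log2 fold change of at least 0.3, were applied to the same fit. The p was taken as unadjusted, which the paper does not state. The paper called its genes with DESeq2, which was run here as an alternative. Over-representation was tested with a one-sided Fisher's exact test for the table's own GO and KEGG terms with at least 5 tested genes. Gene sets were tested with fgsea 1.28.0 (10000 gene permutations) and with camera of limma 3.58.1 at a preset correlation of 0.01. Lists of NRF2, ATF4, p53 and MYC targets and of interferon-stimulated, hepatocyte and proliferation genes were written before the data were examined, and SLC7A11 was left out of each.

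The genes named in the text follow a rule set at the same time. They are ZNF706, SLC7A11 and MYC, the genes the paper names in Fig. 3E, Supplemental Fig. 3C and the discussion, and the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05 and no overlap between the groups. Some results for genes under this rule are not reported here. Genes named outside this rule were chosen after their values were seen. These are the genes that overlap the largest rises, the copy of CD24 and members of the lists and sets.

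The fit was tested on simulated counts with the means, library sizes and dispersions of the real genes, in which 200 genes were changed by 0.6 or 1 on the log2 scale. Of the 195 that passed the filter, 105 (53.8%) were called in the right direction, and 13 of 17671 unchanged genes were called. Set beside the 105 right calls, those 13 are more than an adjusted p of 0.05 allows on average. As many rises as falls were planted, and far fewer than the 4192 genes called in the real data. The simulation therefore does not test the balance of rises and falls or its dependence on the scaling. The median fitted log2 fold change was -1.03 where the truth was -1 and 0.62 where it was 0.6.

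Alternatives set at that time too were DESeq2 1.42.0 (Wald test), DESeq2's size factors in edgeR, no filter, a mean count of at least 50, the replicate number as a term, each sample left out in turn, other rankings and tests for the gene sets, and other calls and backgrounds for the GO and KEGG terms. Scaling by library size alone and limma-trend on log2(FPKM + 0.1) for genes with a mean FPKM of at least 1 were added after seeing the data. So were other thresholds, for which 12 combinations were looked at in all, namely edgeR's p, DESeq2's p or DESeq2's adjusted p below 0.05 with an absolute log2 fold change of at least 0.3, 0.5, 0.585 (1.5-fold) or 1. For GC content and length, the longest transcript of each gene in GENCODE release 29 was used, and each library's loess trend was given to edgeR as an offset, which also changes how a library is centred. The offset was therefore fitted again with each library's median trend put back, so that the TMM scaling was kept, and with GC values shuffled between genes 5 times. These further fits were added after seeing the data. The ChIP-seq, PCR, protein and patient data of the paper were not analysed here.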

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

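The tests of overlapping genes and the fits that kept the TMM scaling were chosen after the results were seen. So were the tests of the hepatocyte genes against biases. The fit with a mean count of at least 50 was set beforehand, but its use on counting noise in the hepatocyte genes came after. The 3 samples against 3 make 10 splits, so a share below 0.1 cannot be had for any result.

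ATF4 targets, a list of 20 tested genes, fell with a median log2 fold change of -0.14 (15 of 20 lower, camera with preset correlation, adjusted p = 4.8e-05 over 7 lists). PHGDH (-1.07) and ASNS (-0.84) fell most and DDIT4 (0.52) rose. ATF4 itself had a log2 fold change of -0.30 (edgeR adjusted p = 0.00089). Only the real grouping, 1 of the 10 splits, gave a p as small. Another split reached a camera p of 0.0028, so the preset correlation understates how far these genes move together between libraries. The fall held under fry (adjusted p = 0.0058) and was not past the threshold with the estimated correlation (adjusted p = 0.21). Removing each library's trend on GC content left a camera p of 1.4e-07, removing the trend on transcript length left 3.9e-06, and thinning every library to the smallest total left 1.3e-05 (4.2e-07 for GC content and 9.0e-06 for length with the TMM scaling kept), which argues against these as the whole cause. Whether the fall comes from loss of ZNF706 or from another effect of the knockdown construct was not tested.

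Proliferation genes, a list of 20 tested genes, fell with a median log2 fold change of -0.14 (18 of 20 lower, camera adjusted p = 1.3e-06). Of the 10 splits, 1 gave a p as small, but another split reached 2.9e-05, so the preset correlation understates how far these genes move together between libraries. With the estimated correlation the adjusted p was 0.21, and under fry it was 0.0058. The camera p was 1.9e-07 without the GC trend, 1.4e-09 without the length trend and 2.4e-07 after thinning (2.1e-06 without the GC trend and 1.6e-08 without the length trend with the TMM scaling kept), so none of these removed the fall.

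Hepatocyte genes, a list of 18 tested genes, had a median log2 fold change of -0.92, with 18 of 18 lower (camera adjusted p = 0.0033). As many as 4 of the 10 splits gave a p as small, and 1 of them reached 2.7e-18, so these genes differ between libraries within a group. The median was -0.46 without knockdown replicate 3 and -0.53 without control replicate 3. Only 4 genes had an adjusted p below 0.05. Under fry, over all genes of the list, the adjusted p was 0.12. Restricted to genes with a mean count of at least 50, 11 of 11 were lower (median -0.67, camera adjusted p = 0.052). With limma on FPKM, a setting added after seeing the data, 5 of 5 genes were lower (camera adjusted p = 0.036). These restrictions fell on both sides of the threshold, so counting noise near the detection limit stays open. Removing each library's trend on GC content left a camera p of 0.0042, and removing the trend on transcript length left 0.0057. With the TMM scaling kept, the camera p was 0.00077 for GC content and 0.0013 for length. Thinning left 0.0010. Since other splits gave a camera p as small, these fits cannot say whether such biases caused the fall. No gene of the list had 3 counts or fewer in every sample of a group.

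The 5 largest rises were at least 194-fold for AC005324, 71.6-fold for CLCN3P1, 33.7-fold for AC087721 and 6.43-fold for AC026464, and a log2 fold change of 5.92 for AL445685. The bounds were 49.0-fold for AC005324 without knockdown replicate 2 and 14.4-fold for CLCN3P1 without knockdown replicate 3. AL445685 was not past an adjusted p of 0.05 in edgeR's quasi-likelihood test without control replicate 2 (0.0501) or without a filter (0.056), nor was CLCN3P1 without a filter (0.070), and AL445685 was not past it in limma on FPKM (0.0504), a setting added after seeing the data. A candidate explanation is that their reads were counted on an overlapping gene in the control samples. For CLCN3P1, which contains LDHAP4, knockdown replicate 3 had 627 counts on CLCN3P1 and 308 on LDHAP4, while the other knockdown replicates had 922 and 834 on LDHAP4. The log2 ratio of the summed counts of both genes was 0.0013. For AC005324 with TRIM16 and CDRT1 it was 0.014, for AL445685 with TXNDC12 and KTI12 0.057, for AC087721 with NUSAP1 and OIP5-AS1 -0.25 and for AC026464 with VPS4A and SNTB2 -0.12. For AC005324, knockdown replicate 2 had 1564 counts on it and 3983 on TRIM16, while the other knockdown replicates had 5469 and 5908 on TRIM16. In the single library that drove each of CLCN3P1 and AC005324, an overlapping gene was thus lower, as moved reads would give. None of these sums decides the question for a gene over all its knockdown samples. The gain of AC087721 and of AC026464 was smaller than the spread of the sum. The gain of CLCN3P1 exceeded it only in knockdown replicate 3 (8.96 CPM against an SD of 1.43 CPM) and that of AC005324 only in knockdown replicate 2 (23.3 CPM against 3.39 CPM). For AL445685 it exceeded the SD of 1.25 CPM in knockdown replicates 1 and 2 but was 0.15 CPM in knockdown replicate 3. For each of these 5 genes, moved reads cannot be told apart from a real rise over all the knockdown samples.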

How the results depend on the processing

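In 10 splits of the 6 samples, 1, the real one, gave 4192 genes with an adjusted p below 0.05 or 2848 by the paper's criteria. The largest counts in another split were 2 and 325. The same held for the ferroptosis set, cell differentiation and PI3K-Akt signaling, where 1 of 10 splits gave a result as large. It was 1 of 10 for Fig. 3E genes and heatmap genes too, but the paper chose these on the real grouping of these samples, which favoured that split. For protein phosphorylation and PPAR signaling it was 2, for oxidation-reduction process 10, for MYC targets 3, for NRF2 targets 5, for interferon-stimulated genes 7 and for p53 targets 9.

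ZNF706 stayed lower with an adjusted p below 0.05 under every alternative run and after removing GC or length trends or thinning (-0.77 to -0.66). SLC7A11 was lower in all of these fits. Apart from the removal of GC and length trends, its adjusted p ranged from 0.0009 (DESeq2) to 0.074 (without knockdown replicate 2). It was no longer past the threshold without a filter (-0.29, adjusted p = 0.067), under limma on FPKM (-0.23, adjusted p = 0.066), a setting added after seeing the data, and in 2 of the 6 fits that left out a sample, which ranged from -0.35 to -0.21. With the GC trend removed and the TMM scaling kept, it was -0.17 (adjusted p = 0.076 from edgeR's quasi-likelihood test), a fit also added after seeing the data. More genes enter the adjustment without a filter.

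With no filter, 1253 genes were higher by adjusted p against 1906. With library-size scaling, added after seeing the data, 1518 were lower by adjusted p and 706 by the paper's criteria. With limma on FPKM, 1877 genes met the paper's criteria, 528 of them lower. Leaving out a sample gave 2648 to 3424 genes by adjusted p, 1148 to 1485 higher and 1500 to 1939 lower, lowest without knockdown replicate 2. Fewer samples were fitted there.

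In all, 12 combinations of p and fold change threshold were looked at after the data were seen, and higher thresholds let fewer genes pass. With edgeR's p below 0.05, a log2 threshold of 0.5 called 1428 genes (1032 higher, 396 lower), 0.585 called 1141 (828 higher, 313 lower) and 1 called 483 (344 higher, 139 lower). With DESeq2's p below 0.05, they called 1586 (1139 higher, 447 lower), 1332 (956 higher, 376 lower) and 745 (518 higher, 227 lower). With DESeq2's adjusted p below 0.05, a threshold of 0.3 called 2056 (1246 higher, 810 lower), 0.5 called 903 (677 higher, 226 lower), 0.585 called 698 (529 higher, 169 lower) and 1 called 252 (201 higher, 51 lower).

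The permutation test of the ferroptosis set passed 0.05 with DESeq2 (-0.51) and without a filter (-0.49), and fry gave p = 0.00017. Both of those rankings held 38 genes of the set, against 33 in the main fit. The replicate block passed too and ranked 33. The cause was not tested. Samples with the same replicate number did not deviate together over all tested genes (correlations 0.034, -0.036 and -0.016). Noise in genes with few counts enters these correlations, so a shared batch cannot be excluded. With the replicate number as a term, 4361 genes had an adjusted p below 0.05, against 4192. The adjusted p of SLC7A11 was then 0.0023 from edgeR's quasi-likelihood test. With the replicate block the ferroptosis score was -0.49 (permutation test, p = 0.043).

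In Fisher's exact test PI3K-Akt signaling passed 0.05 with genes called by adjusted p (odds ratio 1.38), without a filter (1.40) and in all 6 fits that left out a sample (1.33 to 1.46). PPAR signaling was 0.99 with genes called by adjusted p and 2.14 with falls only. Cell differentiation was 1.21 with falls only. Protein phosphorylation was below 1 with rises only (0.92), with a mean count of at least 50 (0.98), with library-size scaling (0.87), with limma on FPKM (0.83) and in 3 of the 6 fits that left out a sample (0.95 to 1.08). The cause was not tested.

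Of the lists, NRF2 targets passed with DESeq2 (-0.082), without a filter (-0.090) and without control replicate 2 (range -0.14 to -0.060), and MYC targets with DESeq2 (-0.051), without a filter (-0.059) and under fry (-0.056). Interferon-stimulated genes passed without control replicate 2 (range 0.076 to 0.19). Hepatocyte genes did not pass with a mean count of at least 50 (-0.67) or under fry (-0.92). With the estimated correlation, ATF4 targets (-0.14), proliferation genes (-0.14) and hepatocyte genes (-0.92) did not pass. The p53 targets had a median above 0 with library-size scaling (0.023) and with limma on FPKM (0.018).

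Genes near 0 changed sign. ATG7 was -0.0015 with DESeq2's size factors and -0.0027 without a filter. TFRC was 0.044 and YWHAZ 0.019 with library-size scaling, and 0.039 and 0.014 with limma on FPKM. Across the fits that left out a sample, ACSL4 ranged from -0.0012 to 0.061, TFRC from -0.024 to 0.0036, ATG5 from -0.021 to 0.030, ATG7 from -0.024 to 0.019 and LAPTM4B from -0.0079 to 0.060. None of these had an adjusted p below 0.05. Among single named genes other than ZNF706 and SLC7A11, 47 values lost and 4 gained an adjusted p below 0.05 over the alternatives set beforehand. Over those added later, 3 lost and 3 gained it.

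Alternatives for a table without counts were not run because the table holds counts.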

Differences from the paper's values

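By the paper's criteria, 1767 genes were higher in the knockdown, against about 850 in Fig. 3E, and 1081 were lower, against about 130 in Fig. 3E, both read by eye. None of the alternatives set before the data were examined closed either gap. Of 12 combinations of p and log2 threshold looked at, all but 2 of them chosen after seeing the values, 6 came within 1.5 times the figure's rises, 2 came within 1.5 times its falls and 0 came near both. Near the rises were edgeR's p with 0.5 (1032 higher, 396 lower) and 0.585 (828 higher, 313 lower), DESeq2's p with 0.5 (1139 higher, 447 lower) and 0.585 (956 higher, 376 lower), and DESeq2's adjusted p with 0.3 (1246 higher, 810 lower) and 0.5 (677 higher, 226 lower). Near the falls were edgeR's p with 1 (139 lower, 344 higher) and DESeq2's adjusted p with 0.585 (169 lower, 529 higher). With so many combinations tried, a near count is no sign of which thresholds the paper used.

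The enrichment score of the ferroptosis set was -0.43, against about -0.34 in Supplemental Fig. 3E, read by eye. Among the alternatives set before the data were examined, the signal-to-noise ranking gave -0.34 and the others run with fgsea did not close the gap. Library-size scaling (-0.35) and limma on FPKM (-0.34), both chosen after seeing the values, came near it too.

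Fig. 3E lists CD24 among the genes lower in the knockdown. Here its log2 fold change was 0.69, and it was higher in every fit that left out a sample (0.66 to 0.71).

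Fig. 3E lists SLC7A11 among the genes that met the criteria. Its log2 fold change was about -0.26 in Fig. 3A, read by eye, and -0.29 here, both short of 0.3 in size. It reached 0.3 or more in size without control replicate 2 (-0.35), without control replicate 3 (-0.31) and without knockdown replicate 1 (-0.34).

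The paper names oxidation-reduction process, protein phosphorylation, PI3K-AKT signaling and PPAR signaling as enriched. The odds ratios here were 0.83, 1.07, 1.23 and 1.60, and no p from Fisher's exact test was below 0.05. They rest on edgeR's 2848 calls, while Fig. 3E shows about 850 rises and 130 falls, read by eye. The paper's enrichment ran on another platform, with a background and test that its text does not give. A difference can therefore come from the gene list or the method. PI3K-Akt signaling had a p below 0.05 with genes called by adjusted p (1.38), without a filter (1.40) and in each of the 6 fits that left out a sample, and PPAR signaling with falls only (2.14). Cell differentiation had a p of 0.00074 from Fisher's exact test and an adjusted p of 0.14. The ferroptosis set had p = 0.11 from the permutation test, and a p below 0.05 with DESeq2 (-0.51), without a filter (-0.49), with the replicate block (-0.49) and under fry (p = 0.00017).

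Supplemental Fig. 3C shows TFRC higher in the knockdown. Here its log2 fold change was -0.01, and it was above 0 with library-size scaling (0.044) and limma on FPKM (0.039), both chosen after seeing the values, without control replicate 3 (0.0036) and without knockdown replicate 3 (0.0032).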

Other observations

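The tests of SLC7A11 beside the ATF4 targets, of CD24 and its copy, and of the share of rises after removing GC or length trends, and the fits with shuffled values or with the TMM scaling kept, were chosen after the results were seen.

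SLC7A11 fell by 18.1%. After removing each library's trend on GC content its log2 fold change was -0.21 (edgeR adjusted p = 0.035), but -0.17 (edgeR adjusted p = 0.076) when the TMM scaling was kept. With shuffled GC values it was between -0.34 and -0.32, so part of the fall goes with GC content, and GC content bias cannot be told apart from an effect of the knockdown because the adjusted p depended on the centring. It was -0.26 after removing the trend on transcript length (-0.23, edgeR adjusted p = 0.013, with the TMM scaling kept) and -0.29 after thinning every library to the smallest total, so these are argued against as the whole cause. One hypothesis is that SLC7A11 fell as part of a wider fall of the ATF4 targets. Of those targets, 6 fell further than SLC7A11, which places it within their range, but targets ranged from -1.07 to 0.52, so this cannot be told apart from a separate effect on SLC7A11. NRF2 targets had a median of -0.087 (camera adjusted p = 0.14), and NFE2L2 was -0.12 (edgeR adjusted p = 0.078).

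Under the paper's criteria 62.0% of the called genes rose. Thinning every library to the smallest total left 61.9%. Removing each library's trend on GC content gave 52.8%, and removing the trend on transcript length gave 53.7%, but 5 fits with shuffled GC values gave 52.0% to 52.7%, so this came from the centring of the libraries and says nothing about GC content or length. With the TMM scaling kept, the share was 62.8% without the GC trend and 62.6% without the length trend. Since the share follows the centring (76.5% with library-size scaling, a setting added after seeing the data), and thinning kept that of TMM, whether the imbalance comes from GC content bias, gene length bias, the deeper knockdown libraries or the knockdown was left open.

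CD24 gained 30.3 CPM in the knockdown. Its copy CD24P4 changed by 0.14 CPM in the same direction and had at most 22 counts in any sample, so reads moved from this copy are argued against.

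Among genes of the paper's discussion, MTDH was -0.26 (edgeR adjusted p = 0.00058) and MYC -0.15 (edgeR adjusted p = 0.023), while LAPTM4B (0.04) and YWHAZ (-0.03) had no adjusted p below 0.05 in any alternative. MYC lost its call in edgeR's test without a filter (adjusted p = 0.055), with library-size scaling (0.10), without control replicate 2 (0.090), control replicate 3 (0.071), knockdown replicate 1 (0.074) or knockdown replicate 2 (0.094), and in limma on FPKM (0.078). GRHL2 and SOX2 had too few counts to be tested. MYC targets had a median of -0.056 (camera adjusted p = 0.14), interferon-stimulated genes of 0.13 (camera adjusted p = 0.14) and p53 targets of -0.030 (camera adjusted p = 0.80).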
